# GAB functions as a bioenergetic and signalling gatekeeper to control T cell inflammation

**DOI:** 10.1038/s42255-022-00638-1

**Published:** 2022-10-03

**Authors:** Siwen Kang, Lingling Liu, Tingting Wang, Matthew Cannon, Penghui Lin, Teresa W.-M. Fan, David A. Scott, Hsin-Jung Joyce Wu, Andrew N. Lane, Ruoning Wang

**Keywords:** Autoimmunity, Extracellular signalling molecules, Metabolism, Inflammation

## Abstract

γ-Aminobutyrate (GAB), the biochemical form of (GABA) γ-aminobutyric acid, participates in shaping physiological processes, including the immune response. How GAB metabolism is controlled to mediate such functions remains elusive. Here we show that GAB is one of the most abundant metabolites in CD4^+^ T helper 17 (T_H_17) and induced T regulatory (iT_reg_) cells. GAB functions as a bioenergetic and signalling gatekeeper by reciprocally controlling pro-inflammatory T_H_17 cell and anti-inflammatory iT_reg_ cell differentiation through distinct mechanisms. 4-Aminobutyrate aminotransferase (ABAT) funnels GAB into the tricarboxylic acid (TCA) cycle to maximize carbon allocation in promoting T_H_17 cell differentiation. By contrast, the absence of ABAT activity in iT_reg_ cells enables GAB to be exported to the extracellular environment where it acts as an autocrine signalling metabolite that promotes iT_reg_ cell differentiation. Accordingly, ablation of ABAT activity in T cells protects against experimental autoimmune encephalomyelitis (EAE) progression. Conversely, ablation of GABA_A_ receptor in T cells worsens EAE. Our results suggest that the cell-autonomous control of GAB on CD4^+^ T cells is bimodal and consists of the sequential action of two processes, ABAT-dependent mitochondrial anaplerosis and the receptor-dependent signalling response, both of which are required for T cell-mediated inflammation.

## Abstract (web summary)

Kang et al. reveal that GAB, classically known as a neurotransmitter, can control pro-inflammatory T_H_17 cell and anti-inflammatory iT_reg_ cell differentiation in a cell-autonomous manner, thus modulating T cell-mediated inflammation.

## Main

Mounting a robust and effective adaptive immune response in vertebrates is metabolically costly and requires proper allocation of essential yet limited energy and carbon resources. Metabolism must be tightly controlled at the cellular level to coordinate rapid expansion followed by a fine-tuned differentiation process in T cells. Beyond acting as bioenergetic substrates and biosynthetic precursors, metabolites can directly control cellular signalling responses through influencing DNA, RNA and protein modifications, signalling receptors’ activities and the production of reactive oxygen species^1–5^. As such, metabolism is fundamental to fine-tuning carbon and nitrogen allocation and optimizing immune response, which is at the centre of many diseases. Previous studies have used systemic approaches to comprehensively characterize the transcriptome, the abundance of intracellular metabolites and the overall catabolic activities of T cells at the different stages during the T cell life cycle^6,7^. These studies have generated critical temporal snapshots of the metabolic landscapes, which help establish a conceptual foundation for understanding T cell metabolic reprogramming. However, most of these studies have centred mainly on intracellular metabolites and activities of the central carbon metabolism. The overall metabolic landscape of T cells can also be delineated by monitoring the metabolites consumed from and secreted into the growth medium. The extracellular metabolome represents the ultimate outcome of metabolic input, processing and output. Extracellular metabolome profiling (also called metabolic footprinting) has been applied as a standard technique to optimize microbial bioprocesses by analysing substrates consumed from and metabolites secreted into a microorganism’s culture medium^8,9^. Here, we took a similar approach (Fig. 1a) to compare the extracellular metabolome profiles of naive T (T_nai_) cells and different subsets of effector T (T_eff_) cells, including T helper (T_H_0, T_H_1, T_H_17) cells and induced regulator T (iT_reg_) cells.

**Fig. 1:**
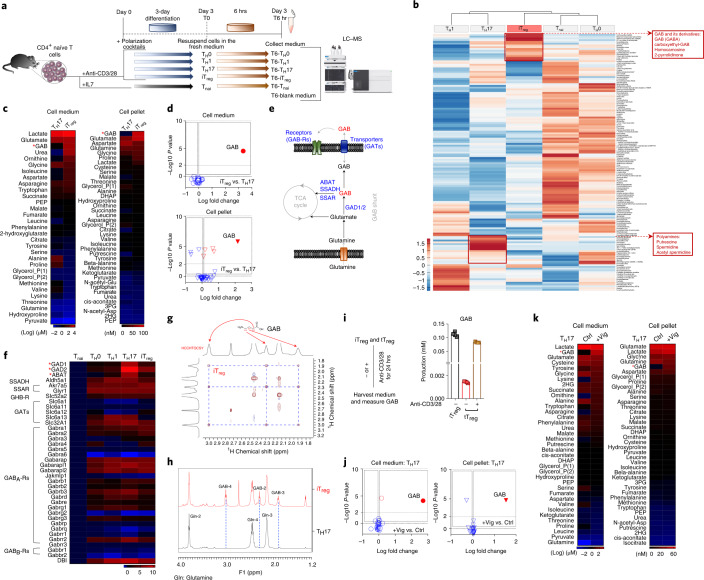
GAB is an abundant metabolite produced in T_H_17 and iT_reg_ cells. **a**, Experimental scheme of T cell extracellular metabolome profiles (LC–MS). **b**, Extracellular metabolites associated with amino acid metabolism in the indicated T cell subsets were profiled by LC–MS. The value for each metabolite represents *n* = 3 biologically independent samples. The heatmap represents the value of the relative amount (see colour scale). The complete metabolomic profile is provided as source data. **c**,**d**,**j**,**k**, Indicated metabolites were quantified by GC–MS. The value for each metabolite represents *n* = 3 biologically independent samples. Cysteinylglycine disulfide*, (2R)-2-amino-3-{[2-amino-2-(carboxymethylcarbamoyl)ethyl]disulfanyl}propanoic acid; alpha-ketoglutaramate*, 2-keto-glutaramate; 2-oxoarginine*, 5-[(diaminomethylidene)amino]-2-oxopentanoic acid; 2,3-dihydroxy-5-methylthio-4-pentenoate (DMTPA)*, (2R,3R,4E)-2,3-dihydroxy-5-(methylsulfanyl)pent-4-enoic acid. The heatmaps (**c**,**k**) represent the log value (medium) or the absolute value (pellet) of the indicated metabolite quantity (see colour scale). The complete data are provided as source data. The volcano plots (**d**,**j**) show changes in metabolites in the cell medium and cell pellet. Heatmaps and volcano plots are representative of *n* = 3 independent biological samples from *n* = 2 independent biological experiments. **e**, Schematic of the pathway of GABA metabolism. **f**, RNA was isolated from the indicated T cell subsets (*n* = 3 biologically independent samples) and used for qPCR analyses of the indicated metabolic genes. mRNA levels of T_nai_ cells were set to 1. The heatmap represents the log value of the relative mRNA expression level (see colour scale). Values and s.d. are provided as source data. **g**,**h**, GAB in the indicated groups was determined and quantified by NMR (*n* = 3 biologically independent samples). **i**, As illustrated by the experimental scheme (left), GAB production in iT_reg_ and tT_reg_ cells was quantified by a GAB bioassay kit (*n* = 4 biologically independent samples). Statistical analysis was performed by R (**b**) or unpaired two-tailed Student’s *t-*test (**c,d**,**i**–**k**). GAD, glutamate decarboxylase; SSADH, succinic semialdehyde dehydrogenase; SSAR, succinic semialdehyde reductase; GHB-R, γ-hydroxybutyrate receptor; GATs, GABA transporters; VGAT, vesicular GABA transporter; GABA_A_-R, GABA type A receptor; GABA_B_-R, GABA type B receptors; DBI, diazepam binding inhibitor. Source data

## Results

### GAB is an abundant metabolite produced by effector T cells

The control (blank) medium and the spent medium of different subsets of T_eff_ cells (Extended Data Fig. 1a) were profiled on a semi-quantitative untargeted global metabolomics platform based on liquid chromatography–mass spectrometry (LC–MS), with broad coverage of up to 1,000–2,500 compounds, including amino acids, energy metabolites, nucleotides and lipids. Using this approach, we have classified metabolites as having changes in production or consumption according to whether the fold change compared with control was positive or negative, respectively. Hierarchical clustering analysis, the pairwise comparison and the principal-component analysis revealed that T cell subsets were characterized by distinct extracellular metabolome profiles (Fig. 1b and Extended Data Fig. 1b–g). Consistent with the role of central carbon metabolism in supporting cell growth, the hyper-proliferative T_eff_ groups consumed more carbohydrates and produced more lactate than the T_nai_ group (Extended Data Fig. 1e). Additionally, the T_H_17 group was characterized by the highest production of polyamines (Fig. 1b), in line with the recent finding of a critical role for polyamine in determining T_H_17 differentiation^10–12^. Intriguingly, iT_reg_ cells produced high levels of γ-aminobutyrate (GAB) and its derivatives (Fig. 1b). Next, we applied gas chromatography–MS (GC–MS)-based targeted metabolomics and nuclear magnetic resonance (NMR) to validate and quantify intracellular and extracellular GAB production. We confirmed that iT_reg_ cells produced much higher levels of GAB than T_H_17 cells (Fig. 1c–h). Unexpectedly, GAB was the most abundant intracellular metabolite and among the top three extracellular metabolites in iT_reg_ cells (Fig. 1c,d). However, neither prolonged culture nor restimulation would significantly changed GAB excretion (Extended Data Fig. 1h,i). Following activation, thymus-derived T_reg_ (tT_reg_) cells could also excrete a comparable amount of GAB to the medium as iT_reg_ cells (Fig. 1i). Notably, the intracellular level of GAB was even higher than that of glutamate (Glu) in iT_reg_ cells, which is one of the most abundant intracellular metabolites in various organisms^13^. GAB is produced by catabolizing glutamine (Gln) through the (GABA) γ-aminobutyric acid shunt and elicits GABAergic response through GABA receptors (GABA-Rs) in neurons. To better understand the molecular nature that determines GAB production and function in T cells, we examined the expression of a panel of GABA-related metabolic and receptor genes by qPCR (Fig. 1e,f). Consistent with the previous findings on the GABA-R expression profile in immune cells^14^. T_eff_ cells expressed a selected group of GABA-R subunits. However, only iT_reg_ and T_H_17 cells expressed high levels of glutamate decarboxylase (GAD), the enzyme that catalyzes the decarboxylation of Glu to GAB. Unexpectedly, the T_H_17 group exhibits a higher level of GAD than the iT_reg_ group and was the only group that expressed a high level of the GAB-catabolizing enzyme 4-aminobutyrate aminotransferase (ABAT), indicating increased GAB catabolism in T_H_17 cells but not in iT_reg_ cells (Fig. 1f**)**. Collectively, these findings suggest that extracellular metabolome profiling is a robust approach to revealing T cell metabolic characteristics in vitro. Using this approach, we have found that GAB is an abundant metabolite produced by T cells.

### T cells use both Gln and Arg to produce GAB

Given the higher expression of GAD and ABAT in T_H_17 cells relative to iT_reg_ cells, we reasoned that both iT_reg_ cells and T_H_17 cells could produce GAB. However, the fate of GAB depends on ABAT, that is, GAB is diverted into the tricarboxylic acid (TCA) cycle in the presence of ABAT in T_H_17 cells instead of being exported into the extracellular compartment in the absence of ABAT as in iT_reg_ cells. To test this idea, we cultured T_H_17 cells with or without the potent ABAT inhibitor vigabatrin (Vig)^15,16^, for 6 h and then measured the levels of a panel of metabolites. Inhibiting ABAT activity by Vig led to the accumulation of intracellular GAB and GAB release into the medium (Fig. 1k,j). Notably, inhibiting ABAT activity rendered GAB one of the most abundant metabolites in the medium and cell pellet (Fig. 1k,j). Moreover, we have validated that ABAT was expressed in T_H_17 cells but not in iT_reg_ cells using immunoblot (IB) analysis and intracellular staining (Fig. 2a,b). Interestingly, inhibiting ABAT activity reduced Gln consumption without changing Glu levels significantly but increased GAB levels over 100-fold (Fig. 2c,d). The reciprocal changes in Gln consumption versus GAB production raise the possibility of a Gln-independent GAB production route in T_H_17 cells. Gln catabolism via the GABA shunt is the canonical GAB biosynthesis pathway^17^. Alternatively, GAB could be formed from putrescine (Put), a metabolite mainly derived from arginine (Arg) (Fig. 2d)^18,19^. Indeed, the metabolic genes involved in converting Arg into GAB were highly expressed in T_H_17 cells (Fig. 2e). To determine to what extent Gln and Arg contribute to GAB biosynthesis, we cultured T_H_17 cells with Vig in the presence or absence of Gln, Arg or both. Then, we collected spent medium to measure the levels of various metabolites. While removing Gln or Arg reduced GAB production, the removal of both completely blocked GAB production (Fig. 2f). Next, we supplied [^13^C_6_]Arg, [^13^C_5_]Gln, [^13^C_6_]glucose (Glc) or [^13^C_4_]Put as metabolic tracers in the culture medium and followed ^13^C incorporation into individual metabolites by GC–MS. The presence of the ^13^C_4_ isotopologue of GAB and the corresponding ^13^C_4_ or ^3^C_5_ isotopologues of upstream metabolites further confirmed that Gln and Arg are carbon donors of GAB (Fig. 2g). However, only the ^13^C_2_ isotopologue of GAB was detected in samples with [^13^C_6_]Glc, suggesting that Glc can support Glu (and GAB) synthesis through the TCA cycle (Fig. 2h). Finally, we showed that Put can be converted to GAB via a diamine oxidase (DAO)-dependent reaction as its inhibitor aminoguanidine (AG) completely blocked the production of [^13^C_4_]GAB from [^13^C_4_]Put (Fig. 2i). In addition to a general requirement of both amino acids for protein synthesis, we envisioned that Gln and Arg might also support T_H_17 function and survival through supporting GAB biosynthesis. To test this idea, we cultured T_H_17 cells in Gln/Arg-replete medium or suboptimal medium (with low levels of Gln/Arg) in the absence or presence of high levels of GAB. Supporting our hypothesis, reducing the amount of either amino acid led to defects in the maintenance of viability and interleukin (IL)-17^+^ populations. Notably, GAB supplementation could correct both defects (Fig. 2j,k). We, therefore, conclude that T_H_17 cells can use both Gln-derived and Arg-derived carbon to synthesize GAB and support cell viability and function.

**Fig. 2:**
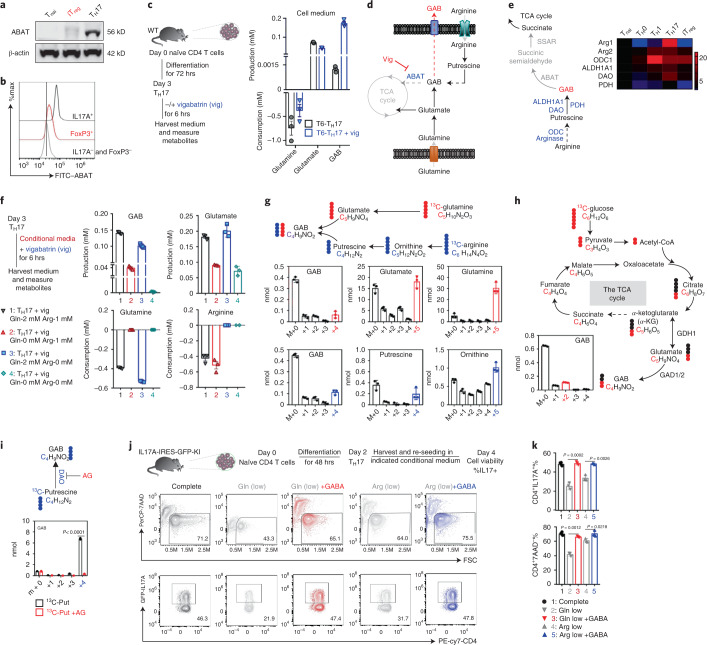
Gln and Arg are the main carbon sources for GAB biosynthesis in T_eff_ cells. **a,b**, ABAT protein levels were determined by IB (ABAT molecular weight, 56 kDa; full-scan images are provided as source data) (**a**) and cytometry (**b**). **c**, As illustrated by the experimental scheme (left), the indicated metabolites in T_H_17 cells were quantified by GC–MS (right); data are representative of *n* = 3 biologically independent samples. **d**, Scheme of the GAB metabolic pathways and a pharmacological inhibitor Vig of ABAT. **e**, Schematic diagram of GAB biosynthesis from Arg (left), with the expression of relevant genes determined by qPCR detection (right). mRNA levels for T_nai_ cells were set to 1. The heatmap represents the relative mRNA expression level (see colour scale). Values and s.d. are provided as source data. **f**. As illustrated by the experimental scheme (left), the indicated metabolites in T_H_17 cells were quantified by YSI (Gln and Glu) or by bioassay kits (Arg and GAB) (*n* = 3 biologically independent samples). **g**, Diagram of conversion of [^13^C_5_]Glu and [^13^C_6_]Arg to downstream metabolites (top). Indicated metabolites in T_H_17 cells were quantified by GC–MS (*n* = 3 biologically independent samples) (bottom). Numbers along the *x* axis represent those of ^13^C atoms in the given metabolites. **h**, Diagram of the conversion of [^13^C_6_]Glc to downstream metabolites. Indicated metabolites in T_H_17 cells were quantified by GC–MS (*n* = 3 biologically independent samples). Black dot, ^12^C; red dot, ^13^C derived from [^13^C_6_]Glc. **i**, Diagram of the conversion of [^13^C_4_]Put to GAB. Indicated metabolites in T_H_17 cells were quantified by GC–MS (*n* = 3 biologically independent samples). Unpaired two-tailed Student’s *t-*test. **j**, As illustrated by the experimental scheme (top), cytokine expression and cell viability were determined by flow cytometry (bottom). All experiments with bicuculline (5 μM); complete medium, 2 mM Gln + 0.1 mM Arg; Gln (low), 10 μM Gln + 0.1 mM Arg; Gln (low plus GABA), 10 μM Gln + 0.1 mM Arg + 1 mM GABA; Arg (low), 2 mM Gln + 10 μM Arg; Arg (low plus GABA) 2 mM Gln + 10 μM Arg + 1 mM GABA. **k**, Statistical analysis for **j**; data are representative of *n* = 3 biologically independent samples. Significance was calculated by one-way ANOVA with Tukey’s multiple-comparisons test. Gln, glutamine; Glu, glutamate; Arg, arginine; ODC, ornithine decarboxylase; DAO, diamine oxidase; PDH, pyrroline dehydrogenase; M, million. Source data

### ABAT confers GAB-dependent anaplerosis on T_H_17 cells

Next, we reasoned that the expression of ABAT may render T_H_17 cells capable of diverting GAB into the TCA cycle in a way that maximizes carbon allocation and oxidative phosphorylation (OXPHOS) in mitochondria. To test this idea, we added [^13^C_4_]GABA as a metabolic tracer into the culture medium and followed ^13^C incorporation into intermediate metabolites of the TCA cycle in iT_reg_ cells and T_H_17 cells with or without Vig treatment (Fig. 3a,b). In line with the expression of ABAT in T_H_17 cells but not in iT_reg_ cells, T_H_17 cells exhibited much higher levels of the ^13^C_4_ isotopologue of succinate and its downstream metabolites in the TCA cycle than iT_reg_ cells (Fig. 3a). Inhibiting ABAT activity by Vig completely abolished the ^13^C_4_ isotopologue of succinate and its downstream metabolites in T_H_17 cells, supporting the idea that GAB is diverted to the TCA cycle via an ABAT-dependent reaction (Fig. 3b). Next, we sought to determine the temporal change in respiration following a sequential supplementation of GABA, Vig, oligomycin or carbonyl cyanide-*p*-trifluoromethoxyphenylhydrazone (FCCP) into the T_H_17 cell culture medium. Indeed, GABA supplementation enhanced oxygen consumption in an ABAT-dependent manner, while ATPase inhibitor oligomycin suppressed and FCCP maximized oxygen consumption as expected (Fig. 3c). We and others have recently shown that Arg-dependent polyamine biosynthesis is required to support T cell proliferation and T_H_17 cell differentiation^10–12^. We reasoned that ABAT expression in T_H_17 cells might allow Arg-derived carbons to be diverted into the TCA cycle through Put and GAB. Supporting this idea, [^13^C_6_]Arg-derived and [^13^C_4_]Put-derived ^13^C were incorporated into the ^13^C_4_ isotopologue of succinate and its downstream metabolites in an ABAT-dependent manner in T_H_17 cells (Fig. 3d, e). Finally, we sought to determine whether Gln-derived carbons could enter the TCA cycle via ABAT. Gln is a major carbon donor known to drive the TCA cycle and OXPHOS via glutamine transaminase and glutamate dehydrogenase (GDH) in T_eff_ cells^20–22^. We found that a sequential supplementation with Vig and the GDH inhibitor R162 (ref. ^23^) suppressed oxygen consumption additively (Fig. 3f). Similarly, combining Vig and R162 suppressed [^13^C_5_]Gln-derived ^13^C incorporation into the TCA cycle metabolites more profoundly than single-agent treatment (Fig. 3g). Collectively, we have identified GAB as a conditional anaplerotic substrate in T cells, and its catabolism via the TCA cycle depends on the expression of ABAT.

**Fig. 3:**
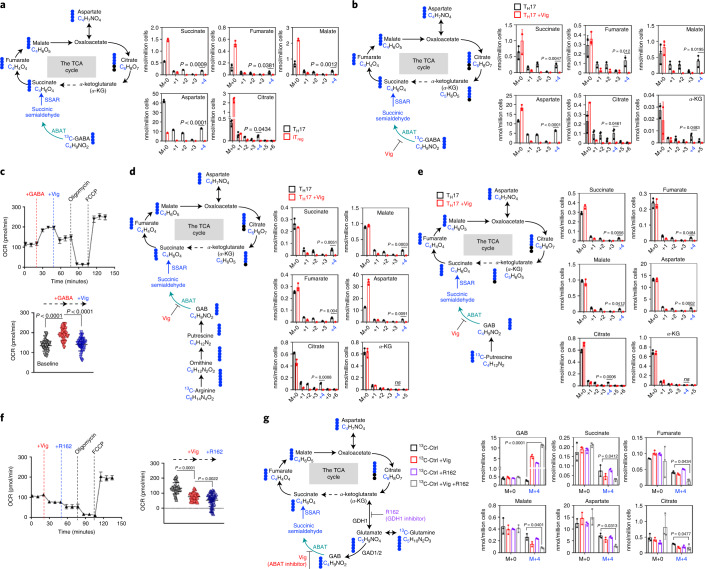
ABAT enables diversion of GAB into the TCA cycle in T cells. **a**,**b**,**c**,**d**,**e**,**g**,Diagrams of the conversion of [^13^C_4_]GABA (**a**,**b**, left), [^13^C_6_]Arg (**d**, left), [^13^C_4_]Put (**e**, left) and [^13^C_5_]Gln (**g**, left) to downstream metabolites. Indicated metabolites in T_H_17 cells were quantified by GC–MS (*n* = 3 biologically independent samples) (right). Black dot, ^12^C; blue dot, ^13^C derived from the indicated tracers. Numbers along the *x* axis represent those of ^13^C atoms in the given metabolites. Significance was calculated by unpaired two-tailed Student’s *t-*test (**a, b, d, e** and **g**); NS, no significant differences. **c,f**, OCR of T_H_17 cells with the indicated treatments was determined by Seahorse. Data are representative of *n* = 16 independent biological samples from *n* = 3 independent biological experiments. Two-way ANOVA with Sidak’s multiple-comparisons test (**c**) and (**f**). α-KG, α-ketoglutarate; GDH, glutamate dehydrogenase.

### GAB metabolism controls proliferation and differentiation

To further delineate the role of ABAT in T cells, we generated a T cell-specific *Abat*-knockout strain (*Abat* cKO) by crossing the *Abat*^*fl*^ strain with the Cd4-Cre strain. qPCR, IB and intracellular staining analyses validated the deletion of ABAT (Fig. 4a, b). ABAT deletion did not result in T cell development defects in the thymus, the spleen or lymph nodes (Extended Data Fig. 2a–f). In addition, ABAT deletion did not affect cell viability, the expression of cell surface activation markers, the cell cycle progression from G0/G1 to the S phase, RNA, DNA or protein contents, cell size, or viability 24 h after activation in vitro (Extended Data Fig. 3a–d). However, ABAT deletion moderately suppressed overall T cell proliferation after activation in vitro (Fig. 4c and Extended Data Fig. 3e). Remarkably, both genetic and pharmacological ablation of ABAT activity inhibited pro-inflammatory T_H_17 cell differentiation while enhancing anti-inflammatory iT_reg_ cell differentiation in vitro (Fig. 4c). 

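Naive CD4+ T cells of WT and *Abat* cKO mice were activated for 36 h under the T_H_0 condition, and RNA of 3 samples of each genotype was sequenced after depletion of ribosomal RNA. The deposited table gives a raw count for each of 54525 genes and 92 spike-in controls in every sample. Counts over genes summed to 22121712, 24396746, 20120057 in the WT samples and to 20075057, 21772348, 19566016 in the *Abat* cKO samples. The supplementary methods name TopHat2 and HTSeq on the mouse assembly GRCm38, and the submitters' notes name STAR and RSEM, so which of these made the counts is not settled here. The labels give mice of 6 to 8 weeks and the C57BL/6N strain, and the paper gives 6 to 12 weeks and C57BL/6. Raw counts were scaled by TMM and compared with edgeR's quasi-likelihood test over 13605 genes that passed edgeR's filter on low counts, with p-values adjusted by the Benjamini-Hochberg method. The reporting summary states that the cells of both genotypes were activated and harvested separately, and the labels name no batch, so culture and genotype cannot be told apart. The Methods name C57BL/6 mice as WT and derive the *Abat* cKO line through Flippase and *Cd4*-Cre strains, without naming littermate controls. The mouse line may therefore differ with genotype too. Lists of genes were fixed before the processed data were examined, and some genes of the list for ATF4 had been seen in the study's own table by then.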

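After activation, genes of the T_H_17, T_reg_ and T_H_1 programs moved both ways in *Abat* cKO T cells. Most tested genes of the T_H_2 program rose, and genes of the amino acid response and of G2 and M phase rose together. Of the 13605 genes, 4291 changed at an adjusted p under 0.05, with 2464 higher and 1827 lower in *Abat* cKO, and 497 higher and 257 lower by more than 2-fold. Scaled by library size alone, most changed genes were lower (2139 higher and 2285 lower), and scaled to the spike-in counts, a setting added later, fewer genes changed (1339 higher and 1185 lower). Of 15 tested genes of the T_H_17 program, 4 were higher, 3 were lower and 8 did not pass (5 higher and 3 lower when adjusted over the list alone). *Il21* was 0.479 ± 0.248 CPM (SD, n = 3) in WT and 52.5 ± 26.6 CPM (SD, n = 3) in *Abat* cKO, a log2 fold change of 6.72 with a standard error of 0.52 and an adjusted p of 7.1e-06 from edgeR's quasi-likelihood test. *Ahr*, *Batf* and *Hif1a* rose on the log2 scale by 1.79, 1.22 and 0.39. Of 19 genes of the T_reg_ program, 8 were higher, 5 were lower and 6 did not pass (8 higher and 5 lower when adjusted over the list alone). *Tnfrsf4* and *Tigit* rose by 1.14 and 1.38, *Izumo1r* had a log2 fold change of -0.49, and *Foxp3* did not pass, with a log2 fold change of 0.56 with a standard error of 0.25 and an adjusted p of 0.12 from edgeR's quasi-likelihood test. *Foxp3* passed the same edgeR test with no filter on low counts (adjusted p = 0.041) and without WT replicate 1 (0.049). Of 18 genes of the T_H_1 program, 6 were higher, 5 were lower and 7 did not pass (7 higher and 5 lower when adjusted over the list alone), with *Fasl* at -2.54; the list's median and mean were 0.11 and 0.07, and camera, which did not pass (adjusted p = 0.66), pointed down. Of 10 genes of the T_H_2 program, 8 were higher, 0 were lower and 2 did not pass (8 higher and 1 lower when adjusted over the list alone), *Gata3* (2.40) and *Ccr4* (2.06) among the higher. With no filter on low counts, 7 genes of the T_H_17 and 10 of the T_H_1 program were higher, and with at least 10 counts in every sample 5 of the T_H_2 program. Limma's camera, adjusted over 33 lists, placed the T_H_2 program higher (adjusted p = 4.5e-15, and 0.17 with an estimated correlation) and did not place the T_H_17 program (0.073). *Abat* itself had 5, 1, 0 counts in the WT samples and 7, 3, 2 in the *Abat* cKO samples, a ratio of 2.17 (95% exact interval 0.754 to 7.05), which is too few to check the genotype labels.

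All 35 genes of the ATF4 and amino acid response were higher in *Abat* cKO (35 when adjusted over the list alone), among them *Asns*, *Trib3*, *Cth* and *Gpt2* with log2 fold changes of 2.67, 3.32, 4.60 and 2.54. *Asns*, which encodes asparagine synthetase, was 31.2 ± 1.62 CPM (SD, n = 3) in WT and 199 ± 7.83 CPM (SD, n = 3) in *Abat* cKO. This list was written after 8 of its genes had been seen in the study's table, and the other 27 were also all higher, with a median log2 fold change of 1.41. All 20 genes of G2 and M phase were higher (20 when adjusted over the list alone), with *Ccnb2* at 1.42 and *Ube2c* at 1.38. Camera's adjusted p was 2.0e-169 and 2.0e-43 for these lists, and 0.002 and 0.031 with an estimated correlation. Of 20 genes of glycolysis, 17 were higher, 0 were lower and 3 did not pass (18 higher and 0 lower when adjusted over the list alone), with *Pfkp* at 0.62 and *Hk2* at 0.55. Of 22 genes of cholesterol synthesis and uptake, 20 were higher, 0 were lower and 2 did not pass (20 higher and 0 lower when adjusted over the list alone), with *Msmo1* at 0.56. Of 12 genes of fatty acid synthesis, 11 were higher, 0 were lower and 1 did not pass (11 higher and 0 lower when adjusted over the list alone), with *Scd2* at 2.56. Camera placed these 3 lists higher (adjusted p 8.2e-07, 2.4e-06, 5.2e-13), and gave 0.54, 0.49, 0.17 with an estimated correlation. Of 26 type I interferon genes, 0 were higher, 16 were lower and 10 did not pass (0 higher and 16 lower when adjusted over the list alone), with *Ifih1* at -1.71 and *Ifit1* at -2.78 (camera adjusted p = 4.2e-06, and 0.54 with an estimated correlation). Of 22 genes of T cell activation, 6 were higher, 9 were lower and 7 did not pass (7 higher and 9 lower when adjusted over the list alone); *Egr3* and *Nr4a1* had log2 fold changes of -1.24 and -1.07 and *Il2* one of 1.53. Their median was 0.05 and their mean -0.23, and camera placed them lower (adjusted p = 0.011, and 0.56 with an estimated correlation). Of 15 genes of T cell identity, 1 was higher, 9 were lower and 5 did not pass (1 higher and 9 lower when adjusted over the list alone), with *Cd3g* at -0.76 and *Cd2* at 0.88 (camera adjusted p = 0.0048, and 0.54 with an estimated correlation). Scaled to the spike-in counts, 10 genes of glycolysis and 9 of cholesterol synthesis and uptake were higher and 4 of T cell identity were lower. The median log2 fold changes of these lists went from 0.35 to 0.30, from 0.33 to 0.28 and from -0.21 to -0.25 with that scaling. Markers of other cells moved in the same samples, with 7 of 9 of B cells and 2 of 2 of CD8+ T cells lower and 3 of 5 of NK cells and 3 of 3 of γδ T cells higher.

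Among genes with an average log2 CPM of at least 4 and no overlap between the genotypes, the largest increases after *Il21* were *Hist1h4m* (6.57), whose reads are uncertain because near-identical histone genes share them, and *Aldh1l2* (5.49), and the largest decreases were *Nrn1* (-3.74), *Ifi203* (-3.63) and *Mndal* (-3.14), the last pair being paralogs with overlapping exons, so that their counts are uncertain. Exons of *Il21*, *Aldh1l2*, *Nrn1* and *Foxp3* also overlap those of other tested genes, and the sources used here do not say whether the counting used strand. For *Hist1h4m*, the authors' deposited comparison gives a log2 fold change of 6.32 but no adjusted p. *Nrn1* lies on chromosome 13 of GRCm38 from 36725361 to 36735131 and had 134 ± 42.5 CPM (SD, n = 3) in WT and 10.0 ± 0.808 CPM (SD, n = 3) in *Abat* cKO. The paper sets these RNA-seq data beside its in vitro assays of T_H_17 and iT_reg_ differentiation (Fig. 4c). The same section reports less T_H_1 and no significant change of T_H_2 differentiation after ablation of ABAT activity. It also reports moderately lower proliferation, with no effect on progression to S phase at an earlier time. Those assays used other measures, times or culture conditions than this RNA, so their directions cannot be matched directly.

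**Figure D1:**
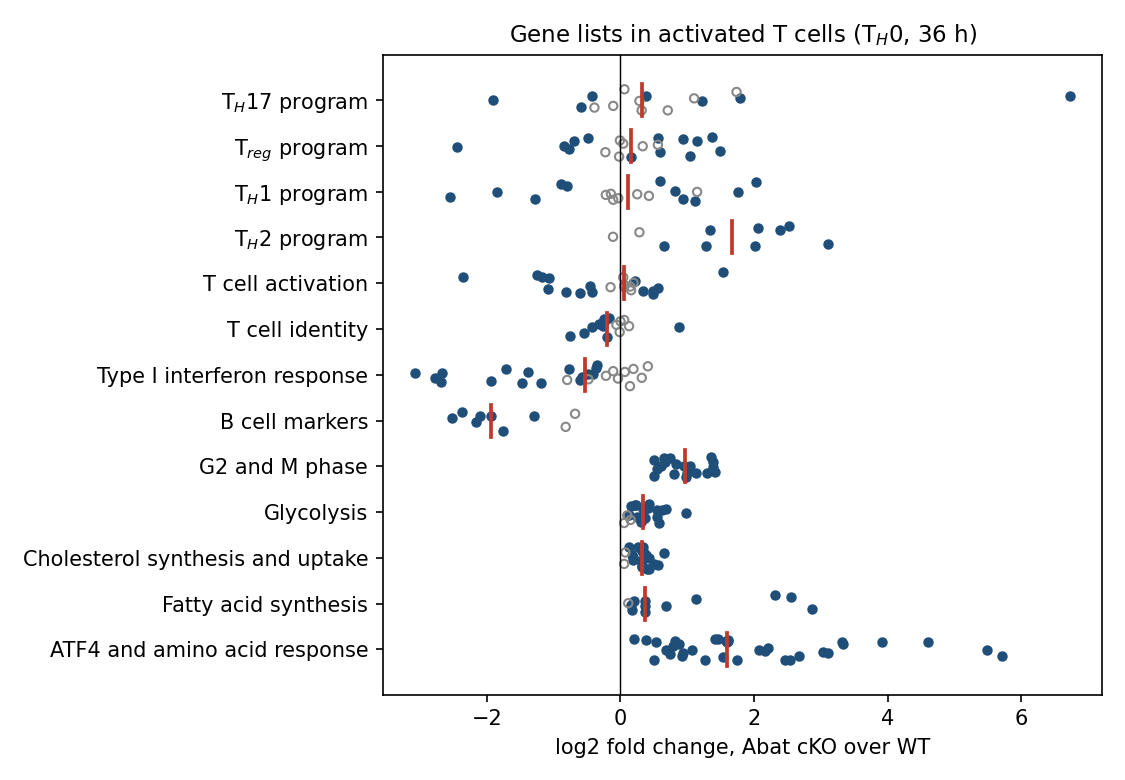
Each point is a tested gene of a list, placed by its log2 fold change in *Abat* cKO over WT (x axis, 3 samples per genotype); filled points passed at an adjusted p under 0.05 and red bars mark list medians. The median was 1.60 for the ATF4 and amino acid response and 0.32 for the T_H_17 program.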

Supporting these findings, the RNA-seq analysis of wild-type (WT) and *Abat* cKO T cells activated under the T_H_0 condition revealed enriched gene signatures associated with inflammation and T cell differentiation (Fig. 4d–f). Notably, the ABAT inhibitor (Vig) did not potentiate the effect of genetic deletion in suppressing T_H_17 cell differentiation, suggesting that Vig is a specific inhibitor of ABAT (Extended Data Fig. 4a). Moreover, overexpressing ABAT (ABAT-OE) suppressed iT_reg_ differentiation and could synergize with IL-6 to increase the percentage of IL-17^+^ cells under the iT_reg_-polarizing condition in vitro (Extended Data Fig. 4b). Next, we examined the effect of ABAT inhibition on T_H_1 and T_H_2 differentiation. Genetic and pharmacological ablation of ABAT activity inhibited T_H_1 cell differentiation without significantly changing T_H_2 cell differentiation significantly in vitro (Extended Data Fig. 4c, d). Finally, we asked whether T_H_1 cells could divert GAB into the TCA cycle as T_H_17 cells did. We applied [^13^C_4_]GABA as a metabolic tracer and followed ^13^C incorporation into intermediate metabolites of the TCA cycle in T_H_1 and T_H_17 cells. Only T_H_17 cells exhibited high levels of the ^13^C_4_ isotopologue of succinate and its downstream metabolites in the TCA cycle (Extended Data Fig. 4e**)**. Notably, genetic and pharmacological ablation of ABAT activity completely abolished the ^13^C_4_ isotopologues of metabolites in T_H_17 cells (Extended Data Fig. 4e).

**Fig. 4:**
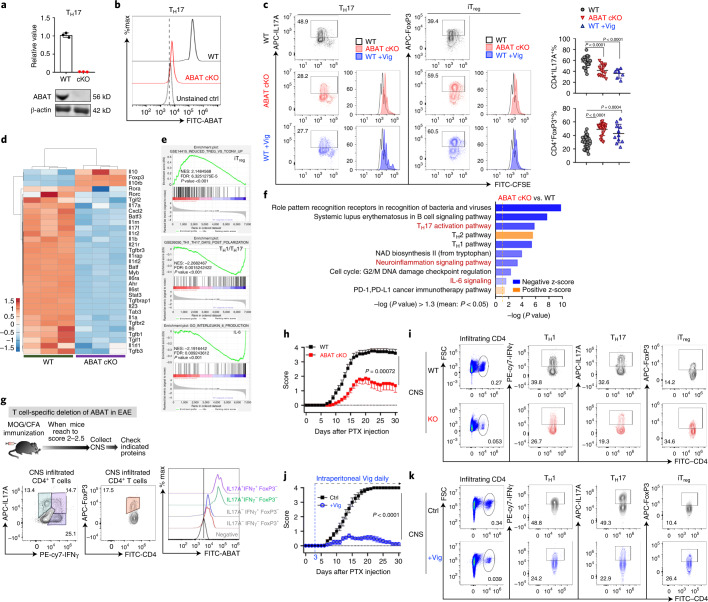
Genetic ablation or pharmacological inhibition of ABAT suppresses T_H_17 but enhances iT_reg_ cell differentiation. **a**,**b**, ABAT mRNA and protein levels were determined by qPCR and IB analysis (**a**, full-scan images are provided in as source data) or by flow cytometry (**b**); unpaired two-tailed Student’s *t-*test for **a** (*n* = 3 biologically independent samples). **c**, Expression of the indicated cytokines and CFSE dilution in the indicated groups determined by flow cytometry (WT, *n* = 5 independent biological samples from *n* = 5 independent biological experiments; *Abat* cKO, *n* = 5 independent biological samples from *n* = 3 independent biological experiments; WT plus Vig, *n* = 3 independent biological samples from *n* = 3 independent biological experiments). Two-way ANOVA with Sidak’s multiple-comparisons test. **d**–**f**, Hierarchical clustering analysis, gene set enrichment analysis (GSEA) and Ingenuity Pathway Analysis (IPA) of a list of inflammatory genes performed by using RNA-seq data of CD4^+^ T cells that were cultured under T_H_0 culture conditions and collected at 36 h after activation (*n* = 3 independent biological samples). In **d**, heatmaps represent the log-transformed value of the quantity (see colour scale). In **f**, the orange dotted line along the *x* axis indicates the cut-off value (*P* = 0.05). The complete data are provided as source data. **g**, As illustrated by the experimental scheme (top), the expression of the indicated proteins in CNS-infiltrating CD4^+^ T cells isolated from EAE animals was determined by flow cytometry (*n* = 3 independent biological samples from *n* = 2 independent biological experiments). **h**,**j**, EAE clinical scores in the indicated groups evaluated daily from mice of the indicated genotypes (*n* = 6 independent biological samples from *n* = 2 independent biological experiments in **h** and *n* = 5 independent biological samples from *n* = 3 independent biological experiments in **j**); significance was calculated by unpaired two-tailed Student’s *t-*test. **i**,**k**, The expression of the indicated markers in CNS-infiltrating T cells determined by flow cytometry (*n* = 5 independent biological samples in **i** and *n* = 3 independent biological samples in **k**). PTX, paclitaxel; NES, normalized enrichment score; FDR, false discovery rate. Source data

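In the deposited counts, the genes of the heatmap in Fig. 4d moved both ways. Of its 33 genes, 28 passed the filter on low counts, and of these 9 were higher, 12 were lower and 7 did not pass (10 higher and 12 lower when adjusted over the list alone). The list was chosen by the study on these samples, so these counts are not independent evidence. Their median and mean log2 fold changes were 0.15 and 0.41, while camera pointed down without passing. The calls of *Il1r2*, *Il1rl1*, *Tgfb1* and *Tgfbr3* were lost when 1 sample or another was left out. With no filter on low counts 14 genes were higher, and with at least 10 counts in every sample 4. The largest increases were *Batf3* (log2 fold change 4.28), *Il1rn* (3.76) and *Il1b* (2.38), which were under 10 CPM in both genotypes. *Il1b* was at 1.91 without WT replicate 3 and at 3.34 without WT replicate 2. Decreases included *Myb* and *Il1a* (-1.87). *Myb* had a log2 fold change of -1.98 with a standard error of 0.06 and an adjusted p of 7.2e-09 from edgeR's quasi-likelihood test. *Il17a*, on chromosome 1 of GRCm38 from 20730905 to 20734496, was 0.376 ± 0.438 CPM (SD, n = 3) in WT and 1.33 ± 0.152 CPM (SD, n = 3) in *Abat* cKO, a log2 fold change of 1.74 with a standard error of 0.65 and an adjusted p of 0.066 from edgeR's quasi-likelihood test. Its log2 fold change was 1.19 without WT replicate 3 and 3.19 without WT replicate 2. *Il17a* passed the same edgeR test without WT replicate 2 (adjusted p = 0.011), with no filter on low counts (1.3e-04) and with protein-coding genes alone (0.033), and in the settings added later, scaled to the spike-in counts (0.003) and without WT replicate 3 and *Abat* cKO replicate 1 (0.028). *Il17f* and *Rora* did not pass, with log2 fold changes of 0.71 and 0.32. *Il6st*, *Il6ra* and *Tgfbr2* were lower, at -0.59, -0.42 and -0.34, and *Il21r* was higher at 0.51. *Stat3* is uncertain, since its raw counts, normalized counts and group means contradict one another in the deposited table, and its raw counts gave -0.11. Of the lists fixed beforehand, the IL-1 family had 5 higher and 3 lower of 10 tested (5 and 3 when adjusted over the list alone), TGF-β signalling had 3 higher and 8 lower of 16 tested (3 and 8 when adjusted over the list alone), and IL-6, IL-21 and IL-23 signalling had 5 higher and 3 lower of 11 tested (5 and 3 when adjusted over the list alone).

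**Figure D2:**
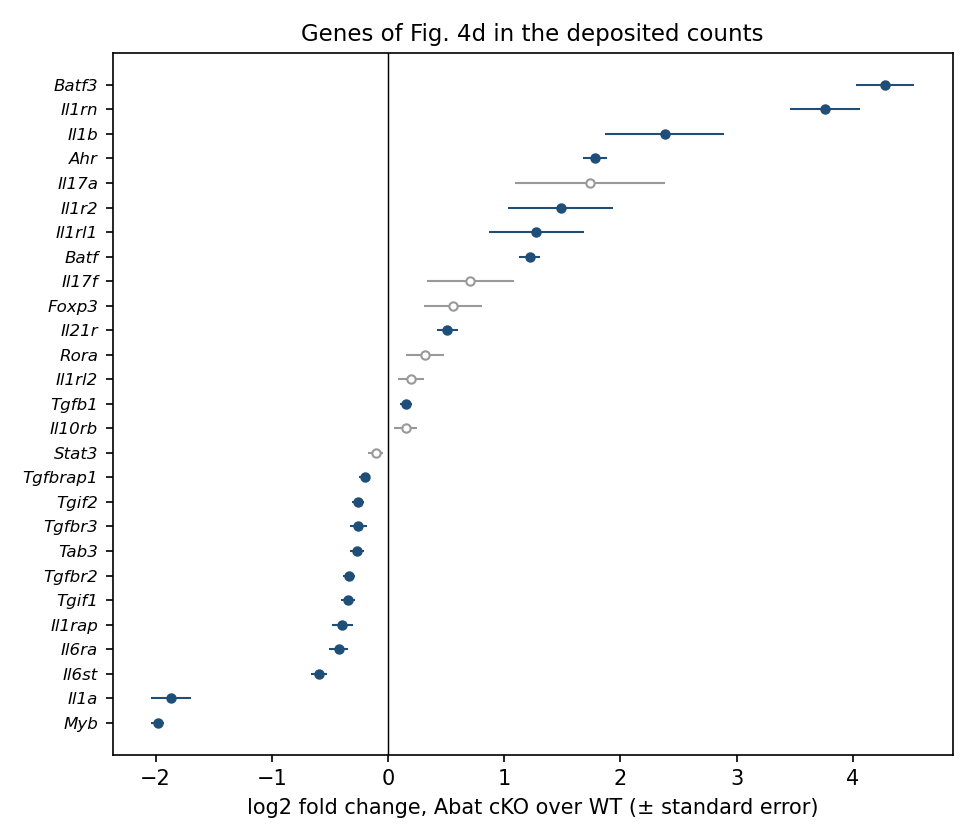
Log2 fold change of 27 of the 28 tested genes of Fig. 4d in *Abat* cKO over WT (x axis; 1 is not shown), with its standard error (bars), from 3 samples per genotype; filled points passed at an adjusted p under 0.05. 9 of the genes shown passed to the right of 0 and 11 to the left.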

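Molecules listed for the pathways of Fig. 4f rose and fell in different proportions. Of 7 tested molecules of the Th17 activation pathway, 6 were higher and 1 was lower in *Abat* cKO. The T_H_2 pathway had 9 of 10 higher, with *Il4* at a log2 fold change of 3.11 from a low level, and *Cd86* was lower at -2.32. *Il4* was 0.177 ± 0.0878 CPM (SD, n = 3) in WT and 1.59 ± 0.179 CPM (SD, n = 3) in *Abat* cKO. The T_H_1 pathway had 6 of 9 higher and 3 lower. The lupus pathway of B cells had 13 of 19 lower, among them *Ighm*, which had a log2 fold change of -1.29 with a standard error of 0.04 and an adjusted p of 1.7e-08 from edgeR's quasi-likelihood test. Markers of B cells, *Ighm* among them, fell as well, with 7 of 9 lower. Pattern recognition receptors had 7 of 15 higher and 8 lower, and neuroinflammation had 7 and 7 of 14. All 5 molecules of the G2/M checkpoint were higher, with *Plk1* at 1.36 and *Aurka* at 1.04. IL-6 signalling had 5 of 6 higher, the PD-1 pathway 3 of 4, and both tested molecules of NAD biosynthesis, *Qprt* and *Nmnat2*, were lower. The study chose these molecules on the same samples, and a count of directions is another measure than the activation score of the pathway software.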

The expansion and balance between pro-inflammatory CD4^+^ T_eff_ cells and anti-inflammatory CD4^+^ T_reg_ cells determine the pathogenic development of experimental autoimmune encephalomyelitis (EAE), a mouse model of multiple sclerosis (MS), which is an inflammatory demyelinating disease of the central nervous system (CNS). Consistent with the expression profile of ABAT in vitro, the IL-17^+^CD4^+^ T cell group expressed the highest level of ABAT among all the CD4^+^ T subsets with infiltration into the CNS in animals with EAE (Fig. 4g). Notably, the genetic deletion of *Abat* in T cells or the systemic delivery of Vig conferred significant protection against EAE pathogenic progression, associated with more infiltrated FoxP3^+^CD4^+^ T cells and fewer infiltrated inflammatory CD4^+^ T cells, reciprocally (Fig. 4h,i and Extended Data Fig. 5a,b). However, Vig treatment resulted in better protection against EAE and a broader impact on periphery CD4^+^ T cells in the periphery than T cell-specific deletion of *Abat*, indicating that the systemic inhibition of ABAT might affect inflammation through both T cell-intrinsic and T cell-extrinsic mechanisms (Fig. 4j,k, and Extended Data Fig. 5c,d). We also used a competitive antigen-specific, T cell receptor (TCR)-dependent proliferation assay (OT-II) and a competitive homeostatic proliferation assay to assess T cell proliferation and differentiation in vivo. Notably, the ratio between WT and *Abat* cKO CD4^+^ T cells, CFSE dilution patterns and the percentage of IL-17^+^CD4^+^ or interferon-γ (IFNγ^+^)CD4^+^ T cells in various tissues suggested that the loss of ABAT dampens T cell proliferation and T_H_1 and T_H_17 differentiation in vivo (Extended Data Fig. 6a–e). Collectively, our results indicate that ABAT status determines the fate of intracellular GAB and, hence, pro-inflammatory T_H_17 and anti-inflammatory iT_reg_ cell differentiation in vitro and in vivo.

### GAB regulates T cell differentiation through the GABA_A_ receptor

In line with earlier studies^14^, we have found that T_eff_ cells express various subunits of the GABA_A_ receptor (GABA_A_-R) (Fig. 1f). Additionally, T cells can produce and secrete a large amount of GAB into the extracellular compartment, which may elicit a context-dependent autocrine signalling response to regulate T cell differentiation (Fig. 5a). Supporting this idea, a low level of GAB supplementation could reduce T_H_17 but enhance iT_reg_ differentiation without significantly affecting T cell activation and proliferation in vitro (Fig. 5b,c and Extended Data Fig. 7a,b). Conversely, GABA_A_-R antagonists with distinct antagonistic mechanisms enhanced T_H_17 cell differentiation but reduced iT_reg_ cell differentiation without affecting T cell activation and proliferation in vitro (Fig. 5c–e and Extended Data Fig. 7c,d). The β-subunit is a core component of GABA_A_-R, and the β3 subunit (encoded by *Gabrb3*) was highly expressed in all T_eff_ subsets (Fig. 1f). We generated a T cell-specific *Gabrb3-*knockout strain (*Gabrb3* cKO) by crossing the *Gabrb3*^*fl*^ strain with the *CD4*-Cre strain. *Gabrb3* deletion did not result in T cell development defects in the thymus, spleen and lymph nodes (Extended Data Fig. 8a–f). In addition, cell viability, the expression of cell surface activation markers and cell proliferation were comparable in both WT and *Gabrb3* cKO T cells after activation in vitro (Extended Data Fig. 9a,b). However, genetic ablation of *Gabrb3* promoted pro-inflammatory T_H_17 cell differentiation while reducing anti-inflammatory iT_reg_ cell differentiation in vitro (Fig. 5c,f). Notably, GABA supplementation only affected WT but not *Gabrb3* cKO T cell differentiation in vitro (Fig. 5c,f). Finally, the T cell-specific *Gabrb3* deletion let to significantly deteriorated EAE pathogenic progression, associated with increased inflammatory CD4^+^ T cells and decreased FoxP3^+^CD4^+^ T cells in the CNS and periphery (Fig. 5g,h and Extended Data Fig. 9c,d).

**Fig. 5:**
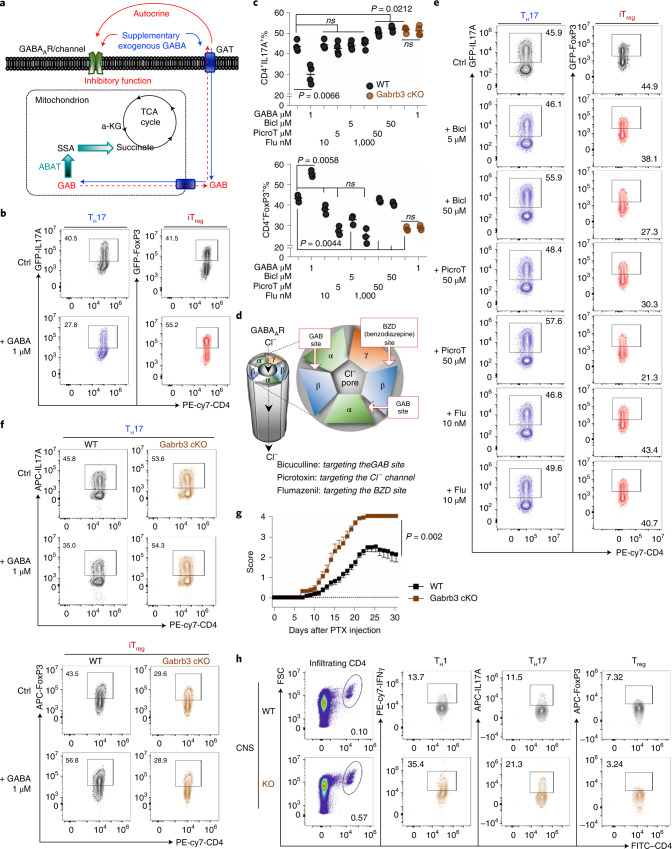
Receptor-mediated GAB autocrine signalling response reciprocally suppresses T_H_17 and enhances iT_reg_ differentiation. **a**,**d**, Schematic diagram of GAB metabolism and the GABA_A_-R-mediated autocrine signalling response in T cells (**a**) and schematic diagram of the binding sites for GABA_A_-R antagonists (**d**). **b**,**e**,**f**, Cytokine expression of the indicated groups determined by flow cytometry. **c**, Combination statistical analysis of **b**, **e** and **f;** data are shown as mean ± s.e.m. (*n* = 4 independent biological samples). Significance was calculated by two-way ANOVA with Sidak’s multiple-comparisons test. **g**, EAE clinical scores in the indicated groups evaluated daily (*n* = 5 independent biological samples from *n* = 3 independent biological experiments); significance was calculated by unpaired two-tailed Student’s *t-*test. **h**, Expression of the indicated markers in CNS-infiltrating T cells were determined by flow cytometry (*n* = 3 independent biological samples). Bicl, bicuculline; PicroT, picrotoxin; Flu, flumazenil; PTX, paclitaxel.

### GAB regulates T cells through a bimodal mechanism of action

Next, we sought to dissect the effect of ABAT-dependent mitochondrial anaplerosis and GABA_A_-R-mediated signalling on T cell differentiation and function (Extended Data Fig. 10a). We envisioned that the ABAT-dependent anaplerotic reaction might support T_H_17 differentiation by providing succinate to fuel mitochondrial OXPHOS (Fig. 6a). Indeed, inhibiting ABAT activity by Vig suppressed oxygen consumption, which was reversed by adding a cell-permeable succinate analogue NV118 (Fig. 6a,b)^24^. In line with the effect of NV118 on oxygen consumption, the NV118 supplementation could partially reverse the inhibition of T_H_17 differentiation resulting from genetic or pharmacological inhibition of ABAT (Fig. 6c,d). Next, we asked whether ABAT-dependent mitochondrial anaplerosis could impact transcription factors critical for T_H_17 lineage differentiation, such as RORγt and STATs^25^. To test this idea, we reduced the medium’s Gln concentration and added a high concentration of GAB (1 mM) with a GABA_A_-R antagonist. We reasoned that reducing Gln levels would force cells to use GAB as a mitochondrial fuel and adding the receptor antagonist would eliminate the effects of receptor signaling. Indeed, GAB supplementation significantly enhanced the levels of RORγt and phosphorylated STAT3 (pSTAT3) but reduced the levels of phosphorylated STAT5 (pSTAT5) (Extended Data Fig. 10b).

**Fig. 6:**
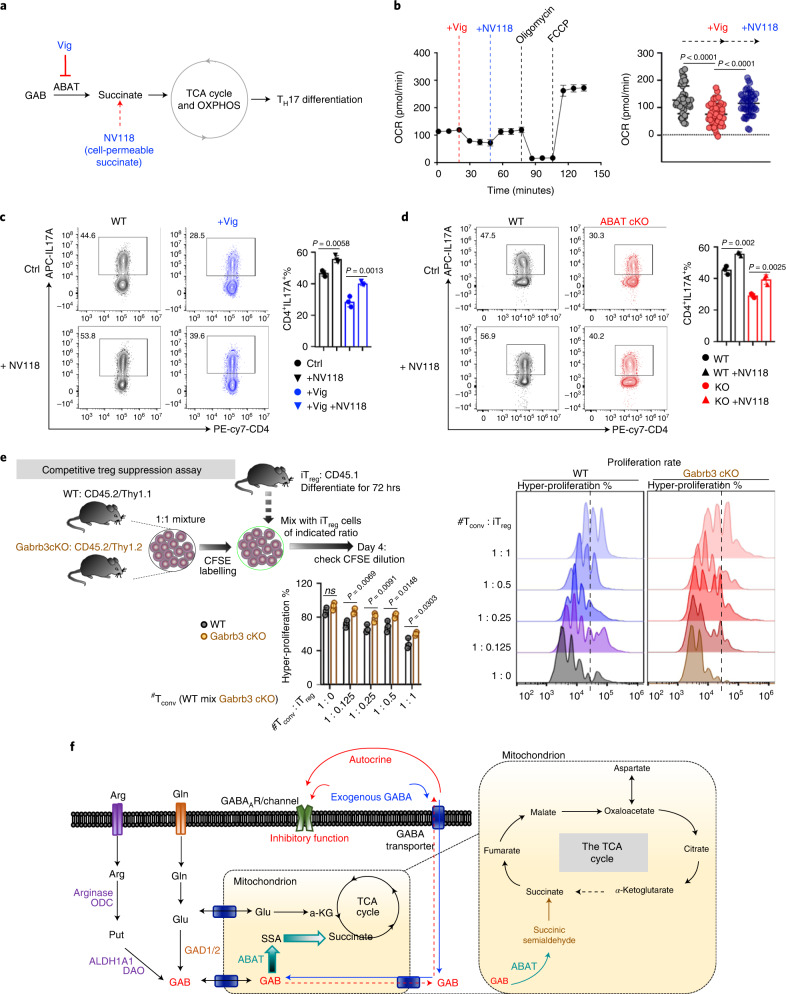
GAB exerts both bioenergetic and receptor signalling-mediated control of T cell differentiation. **a**, Schematic diagram of GAB catabolism through the TCA cycle. **b**, OCR of T_H_17 cells with the indicated treatments determined by Seahorse (*n* = 16 independent biological samples from *n* = 3 independent biological experiments); significance was calculated by two-way ANOVA with Sidak’s multiple-comparisons test. **c**,**d**, Expression of IL-17A in the indicated groups determined by flow cytometry (*n* = 3 independent biological samples); significance was determined by one-way ANOVA with Tukey’s multiple-comparisons test. **e**, Left, experimental diagram of the competitive T_reg_ suppression assay. Right, CFSE dilution was determined by flow cytometry (*n* = 3 independent biological samples); significance was determined by two-way ANOVA with Sidak’s multiple-comparisons test. **f**, Schematic conceptual model in which GAB generated by Gln and Arg can regulate T cell differentiation by entering the TCA cycle or being exporting into the extracellular environment and acting on GABA_A_-R. T_conv_, conventional T cells.

Next, we sought to determine whether modulating GABA_A_-R affects key signalling molecules involved in regulating T_H_17 and iT_reg_ differentiation. We treated T cells with a low dose of GAB (10 μM) in the presence of a GABA_A_-R antagonist. We reasoned that the low dose of GAB could engage the receptor-mediated signalling response without significantly fuelling mitochondrial metabolism. We assessed the levels of phosphorylated STAT proteins and the phosphorylation of a canonical mTORC1 substrate (pS6) because mTORC1 is critical for determining T_H_17 and iT_reg_ differentiation^26,27^. Treating T_H_17 and iT_reg_ cells with a low dose of GAB suppressed pSTAT3 and mTORC1 substrate phosphorylation (pS6) but increased pSTAT5 (Extended Data Fig. 10c). Notably, the effects of GAB on these signalling molecules could be reversed by a GABA_A_-R antagonist (Extended Data Fig. 10c). We showed that iT_reg_ cells can excrete GAB into the extracellular compartment (Extended Data Fig. 1g–i). Finally, we sought to determine whether GAB contributes to T_reg_-dependent immune suppression. We performed a competitive T_reg_ suppression assay by co-culturing iT_reg_ cells with WT and *Gabrb3* cKO CD4^+^ T cells that carried different isogenic markers (Fig. 6e). Indeed, *Gabrb3* cKO CD4^+^ T cells proliferated better than the WT group, indicating that genetic ablation of GABA_A_-R could partially alleviate iT_reg_-mediated suppression (Fig. 6e). Together, these results suggest that GAB is an abundant metabolite produced by T cells and exerts both bioenergetic control and receptor-mediated signalling control of T cell differentiation (Fig. 6f).

## Discussion

The vertebrate immune and nervous systems are intimately connected with each other developmentally, anatomically and physiologically. Interaction between the two systems coordinates their sensory functions to ensure organismal homeostasis and survival^28–31^. Immune cells and neurons can communicate with each other through a group of shared ligand molecules and receptors, including the neurotransmitter GABA and its receptors^14,32^. Beyond mediating intersystem communication between the immune and nervous systems, growing evidence suggests that GABA can also act as a paracrine signalling molecule mediating intrasystem communication to regulate immune response^33^. One recent study has found that B cells can produce GABA and suppress anti-tumour immunity through paracrine modulation of intratumoural macrophages and CD8^+^ T cells^34^. Additionally, GABA in macrophages has been implicated as an intracellular metabolite with a pro-inflammatory function^14^. Here, we show that GAB (the biochemical form of GABA at physiological pH) is one of the most abundant metabolites in T cells and promotes inflammation through modulating T cell proliferation and differentiation. Depending on the status of its catabolizing enzyme ABAT, GAB can act as a conditional anaplerotic substrate to promote T_H_17 cell differentiation or an autocrine signalling metabolite to enhance iT_reg_ cell differentiation. In addition to its role in mediating intercellular communications, GAB also serves as a metabolic and signalling gatekeeper to regulate inflammation in a T cell-autonomous manner.

T_eff_ cells consume Gln and Arg at high rates^35,36^. Beyond a general requirement for protein synthesis, Gln and Arg support T cell proliferation and function through their catabolic products. Gln is a primary carbon source to sustain the TCA cycle, which generates energy through OXPHOS and allocates carbon to produce biosynthetic precursors to support T cell growth^21,36,37^. Similarly, Arg catabolism is coupled with the urea cycle to produce bioactive metabolites such as polyamines to support T cell proliferation and differentiation^10–12^. Our results show that both Arg catabolism (via Put) and Gln catabolism (via Glu) are coupled with GAB biosynthesis in T_H_17 cells, implicating GAB as a crucial metabolic node and a branch point in amino acid catabolism. GAB can be consumed through the TCA cycle to enhance bioenergetic and biosynthetic capacities or be secreted as an autocrine signalling metabolite depending on the status of ABAT. We have further revealed that Gln can replenish the TCA cycle intermediate metabolites through either Glu or GAB anaplerosis. Glu increases the levels of α-ketoglutarate (α-KG), while GAB increases the levels of succinate. Therefore, it is conceivable that the carbon input from Glu or GAB may change the intracellular α-KG to succinate ratio reciprocally. Hence, the GABA shunt in T cells may impact the hypoxia signalling response and/or DNA/histone methylation patterns by modulating the enzymatic activities of the α-KG-dependent dioxygenase family^37–40^, and Glu and Put are highly abundant intracellular metabolites that can be secreted to the extracellular environment by T_H_17 cells (Fig. 1a)^10,41^. The GAB-catabolizing enzyme ABAT may provide a sensitive and precise regulation of the three interconnected and highly abundant metabolites: GAB, Glu and Put, permitting rapid metabolic and signalling responses to control inflammation.

The high and dynamic metabolic demands of T cells during inflammatory and autoimmune responses require fine-tuned regulation of central carbon and ancillary metabolic pathways. Hence, metabolic pathways have been therapeutically exploited to target inflammatory and autoimmune diseases^42,43^. Disruption of central carbon catabolism can affect many cellular processes and cell types. However, targeting ancillary metabolic pathways engaged in a small group of specialized immune cells under physio-pathological conditions may result in less toxicity but maximal clinical benefits^6^. Gene and protein expression profiling studies have suggested that human autoimmune diseases, including MS, type 1 diabetes and rheumatoid arthritis, are associated with the dysregulation of GABA-related metabolic and signaling genes^44–47^. Interestingly, cortical GAB levels are lower in patients with relapsing–remitting multiple sclerosis MS than in healthy controls^48,49^. In addition, one recent study based on genome-scale metabolic modelling and in silico simulations for drug response indicated that GAB metabolism and signalling pathway not only are involved in the disease process but also are potential drug targets in human autoimmune diseases^50^. Consistent with clinical profiling and in silico studies, pharmacological modulation of GAB metabolism and receptor-mediated signalling response could ameliorate pathological phenotypes in several preclinical models of autoimmune diseases^51–55^. Our results further elucidate a previously unrecognized aspect of the T cell-intrinsic effects conferred by GAB catabolism and receptor-mediated signalling. Collectively, GAB-modulating strategies via blockade of GAB catabolism, activation of receptor-mediated response, or both may present a promising therapy for treating inflammatory and autoimmune diseases.

## Methods

### Mice

C57BL/6 (WT), Flippase (B6.129S4*Gt(ROSA)26Sor*^*tm1(FLP1)Dym*^/RainJ), OT-II (B6.Cg-Tg(TcraTcrb)425Cbn/J), CD45.1^+^ (B6.SJL-*Ptprc*^*a*^*Pepc*^*b*^/BoyJ), *Rag1*^−/−^ (B6.129S7-*Rag1*^*tm1Mom*^/J), IL17A-IRES-GFP-KI (C57BL/6-*Il17a*^*tm1Bcgen*^/J), FoxP3^GFP+^ (C57BL/6-Tg(Foxp3-GFP)90Pkraj/J) and *Gabrb3*^*fl*^ (B6;129-*Gabrb3*^*tm2.1Geh*^/J) mice were obtained from the Jackson Laboratory (JAX, Bar Harbor, ME). Mice with one targeted allele of *Abat* on the C57BL/6 background (*Abat*^tm1a(EUCOMM)Hmgu^) were generated by the European Conditional Mouse Mutagenesis Program (EUCOMM)^56^. The mice were first crossed with a transgenic Flippase strain (B6.129S4*Gt(ROSA)26Sor*^*tm1(FLP1)Dym*^/RainJ) to remove the *lacZ*-reporter allele and then crossed with the *Cd4*-Cre strain to generate the T cell-specific *Abat* knockout strain (*Abat* cKO). OT-II mice were crossed with *Cd4*-Cre *Abat* cKO mice to generate the OT-II *Cd4*-Cre *Abat* cKO mice. OT-II mice were crossed with *Thy1.1*^+^ mice (B6.PL-*Thy1*^a^/CyJ) to generate the OT-II *Thy1.1* mice. *Gabrb3*^*fl*^ mice were crossed with the *Cd4*-Cre strain to generate T cell-specific *Gabrb3-*knockout strain (*Gabrb3* cKO). For one independent experiment, we used male and female mice from the same strain that were both sex and age matched (6–12 weeks old), such as two males and two females for WT mice, as well as for KO mice. All mice were bred and kept in specific pathogen-free conditions at the Animal Center of the Abigail Wexner Research Institute at Nationwide Children’s Hospital. A low-fat diet was provided (Envigo 2920, the irradiated form of 2020X; https://insights.envigo.com/hubfs/resources/data-sheets/2020x-datasheet-0915.pdf). Animals were killed by carbon dioxide asphyxiation followed by cervical dislocation under protocols approved by the Institutional Animal Care and Use Committee of the Abigail Wexner Research Institute at Nationwide Children’s Hospital (IACUC; protocol number AR13-00055).

### Murine T cell isolation and culture

Naive CD4^+^ T cells were enriched from mouse spleen and lymph nodes by negative selection using the MojoSort™ Mouse CD4^+^ Naive T Cell Isolation Kit (MojoSort, BioLegend) according to the manufacturer’s instructions. For the activation assay, freshly isolated CD4^+^ T cells were either maintained in a culture medium with 5 ng/ml^-1^ IL-7 or activated with 5 ng/ml^-1^ IL-2 and plate-bound anti-mouse CD3 and anti-mouse CD28. The culture plates were precoated with 2 μg/ml^-1^ anti-mouse CD3 and 2 μg/ml^-1^ anti-mouse CD28 antibodies overnight at 4 °C. Naive tT_reg_ cells were enriched from mouse spleen and lymph nodes by positive selection using the MojoSort™ Mouse CD4^+^CD25^+^ Regulatory T Cell Isolation Kit (MojoSort, BioLegend) according to the manufacturer’s instructions. For the activation assay, freshly isolated CD4^+^CD25^+^ regulatory T cells were either maintained in a culture medium with 5 ng/ml^-1^ IL-2 or activated with 5 ng/ml^-1^ IL-2 and anti-mouse CD3/CD28 beads according to the manufacturer’s instructions (Gibco, Thermo Fisher Scientific). Unless indicated separately, the cells were seeded in the RPMI-1640 medium (Corning) supplemented with 10% FBS, or heat-inactivated dialysed FBS (DFBS), 2 mM l-glutamine, 1% sodium pyruvate (Sigma-Aldrich), 100 units/ml^-1^ penicillin, 100 μg/ml^-1^ streptomycin and 0.05 mM 2-mercaptoethanol (Sigma-Aldrich) at 37 °C and 5% CO_2_.

For CD4^+^ T cell differentiation, 48-well culture plates were precoated with 2 μg/ml^-1^ (iT_reg_ differentiation), 5 μg/ml^-1^ (T_H_1/ T_H_2 differentiation) or 10 μg/ml^-1^ (T_H_17 differentiation) anti-mouse CD3 and anti-mouse CD28 antibodies overnight at 4 °C. Freshly isolated naive CD4^+^ T cells (0.5 × 10^6^ cells per ml) were activated with plate-bound antibodies and with mouse IL-2 (3 ng/ml^-1^) and human TGF-β1 (10 ng/ml^-1^) for iT_reg_ differentiation, with mouse IL-2 (10 ng/ml^-1^) and mouse IL-12 (20 ng/ml^-1^) for T_H_1 differentiation, with mouse IL-2 (2 ng/ml^-1^), mouse IL-4 (50 ng/ml^-1^) and anti-mouse IFN-γ (10 μg/ml^-1^) for T_H_2 differentiation, or with mouse IL-6 (50 ng/ml^-1^), human TGF-β1 (20 ng/ml^-1^), anti-mouse IL-2 (8 μg/ml^-1^), anti-mouse IL-4 (8 μg/ml^-1^), and anti-mouse IFN-γ (8 μg/ml^-1^) for T_H_17 differentiation. In some experiments, Vig (1 mM), GABA (0.1 μM~1 mM), NV118 (25 μM), GABA_A_-R antagonists including bicuculline (Bicl, 5 or 50 μM), picrotoxin (PicroT, 5 or 50 μM) and flumazenil (10 or 1 μM), R162 (20 μM), oligomycin (1.5 μM), FCCP (1 μM), or AG (0.2 mM) was added to cell culture medium. Additional information on cytokines, antibodies and chemicals is listed in Supplementary Table 1.

### Flow cytometry

For analysing surface markers, cells were stained in phosphate-buffered saline (PBS) containing 2% (wt/vol) BSA and the appropriate antibodies from BioLegend. For analysing the intracellular cytokines IFN-γ and IL-17A, T cells were stimulated for 4 hrs with eBioscience™ Cell Stimulation Cocktail (eBioscience) before being stained with cell surface antibodies. Cells were then fixed and permeabilized using FoxP3 Fixation/Permeabilization solution according to the manufacturer’s instructions (eBioscience). Cell proliferation was assessed using CFSE staining according to the manufacturer’s instructions (Invitrogen). Cell viability was evaluated by 7AAD staining according to the manufacturer’s instructions (BioLegend). For analysing DNA/RNA content, cells were collected and stained for surface markers before being fixed with 4% paraformaldehyde for 30 min at 4 °C, followed by a permeabilization step with FoxP3 permeabilization solution (eBioscience). Cells were stained with 7AAD for 5 min and then stained with pyronin-Y (4 μg/ml^-1^; PE) for 30 min before being analysed using flow cytometer with the PerCP channel for 7AAD (DNA) and PE channel for pyronin-Y (RNA). A protein synthesis assay kit (Item No.601100, Cayman) was used for analysing protein content. Briefly, cells were incubated with *O*-propargyl-puromycin (OPP) for 1 hr and then they were fixed and stained with 5 FAM-azide staining solutions before being analysed using a flow cytometer with the FITC channel. For analysing the cell cycle profile, cells were incubated with 10 μg/ml^-1^ BrdU for 1 hr, followed by cell surface staining, fixation and permeabilization based on the Phase-Flow Alexa Fluor 647 BrdU Kit (BioLegend). Flow cytometry data were acquired on Novocyte (ACEA Biosciences) and were analysed with FlowJo software (TreeStar). Additional information on flow cytometry antibodies is listed in Supplementary Table 2.

### T_reg_ cell suppression assay

For the iT_reg_ suppression assay, naive CD4^+^ T cells isolated from CD45.1 mice using the naive CD4^+^ mouse T cell isolation kit (BioLegend) were differentiated for 3 d to generate iT_reg_ cells. Naive CD4^+^ T cells isolated from CD45.2/*Thy1.1* WT donor mice and CD45.2/*Thy1.2 Gabrb3* cKO donor mice were mixed at a 1:1 ratio (as T_conv_ cells) and labelled with CFSE. Then, approximately 5 × 10^4^ T_conv_ cells were mixed with iT_reg_ cells (with indicated ratios) and cultured with 3 ng/ml^-1^ IL-2 and anti-mouse CD3/CD28 beads. Cells were collected 4 d later and processed to assess proliferation by flow cytometry analysis.

### Retrovirus production and transduction

Phoenix Eco cells that were cultured in fresh DMEM media (Corning) supplemented with 10% heat-inactivated FBS and 0.5% penicillin-streptomycin were transfected with the control plasmid (pMIC, MSCV-IRES-mCherry) or pMIC-ABAT (Supplementary Table 3). Viral-Boost Reagent (ALSTEM) was added to the culture medium at a 1:600 dilution 6 h after transfection. Cell medium was collected at 48 h after transfection, centrifuged at 300*g* for 10 min, and then filtered through a 0.45-μm filter unit (GVS Filter Technology). Retrovirus Precipitation Solution (ALSTEM) was added to retrovirus-containing supernatant at 1:4 dilution and incubated overnight at 4 °C, followed by centrifugation at 1,500*g* for 30 min at 4 °C to concentrate the virus. Then, approximately 0.3 × 10^6^ activated CD4^+^ T cells (1 d after activation) were resuspended in 1 ml of retroviral supernatant containing 8 µl/ml^-1^ Lipofectamine (Invitrogen) and cultured under iT_reg_ differentiation for 4 d.

### Adoptive cell transfer assays

For homeostatic proliferation in lymphopenic *Rag*^−/−^ mice, naive CD4^+^ T cells isolated from donor mice using a naive CD4^+^ mouse T cell isolation kit (BioLegend) were labelled with CFSE. Approximately 1 × 10^7^ cells (mix of WT and KO cells at a 1:1 ratio) in 150 μl of PBS were transferred via caudal venous injection into 6- to 8-week-old sex-matched host mice. Mice were killed between 4–7 d after cell transfer. Lymph nodes and spleen were collected and processed to assess cell ratio and proliferation by flow cytometry analysis.

For antigen-driven proliferation using OT-II mice, naive CD4^+^ T cells isolated from OT-II/CD45.2 TCR-transgenic donor mice using the naive CD4^+^ mouse T cell isolation kit (BioLegend) were labelled with CFSE. Approximately 1 × 10^7^ cells (mix of WT and KO cells at a 1:1 ratio) in 150 μl of PBS were transferred via caudal venous injection into 6- to 8-week-old sex-matched CD45.1 host mice. Host mice were immunized subcutaneously in the hock area (50 μl each site) in both legs with 1 mg/ml^-1^ ovalbumin (OVA)^323–339^ peptide (InvivoGen) emulsified with complete Freund adjuvant (CFA; InvivoGen). The mice were then killed 8 d after immunization. Lymph nodes were collected and processed to assess cell ratio, proliferation and protein expression by flow cytometry analysis.

### EAE

Mice were immunized subcutaneously with 100 μg of myelin oligodendrocyte glycoprotein (MOG)_35–55_ peptide emulsified in CFA, which was made from IFA (Difco) plus *Mycobacterium tuberculosis* (Difco). Mice were injected intraperitoneally with 200 ng of pertussis toxin (PTX, List Biological Laboratories) on the day of immunization and 2 d later. In the experiments shown in Fig. 4j,k and Extended Data Fig. 5c,d, the mice were injected intraperitoneally with 250 mg/kg^-1^ of Vig in 100 μl PBS daily from day 3 after immunization throughout the end of the experiment. In the experiments shown in Fig. 5g,h and Extended Data Fig. 9c,d, the animals were injected with PTX only once on the day of immunization for a suboptimal EAE induction. All mice were observed daily for clinical signs and scored as described previously^10^. In some experiments, the mice were killed when the control mice reached the onset of symptoms. The CNS (brain and spinal cord), spleen and peripheral lymph nodes were collected and mashed to generate the single-cell suspension. The cell suspension was centrifuged on a 30%/70% Percoll gradient at 500*g* for 30 min to isolate mononuclear cells from the CNS, followed by cell surface and intracellular staining and flow cytometry analysis described above.

### Stable isotope labelling experiments

#### [^13^C_5_]Gln, [^13^C_6_]Arg and [^13^C_6_]Glc labelling of T_H_17 cells

Naive CD4^+^ T cells isolated from WT mice were polarized for 72 h under T_H_17 culture conditions before being collected and reseeded at 2 × 10^6^ cells per ml in a conditional medium (RPMI-1640) containing 4 mM [^13^C_5_]Gln, 1 mM [^13^C_6_]Arg or 10 mM [^13^C_6_]Glc. After 12 h of culture, around 1 × 10^7^ cells for each sample were collected and washed three times with PBS before being snap-frozen.

#### [^13^C_6_]Arg labelling of T_H_17 cells

T_H_17 cells (as described above) were pretreated with vehicle or Vig (1 mM) for 1 h before being collected and reseeded at a density of 2 × 10^6^ cells per ml in a conditional medium (RPMI-1640) containing 4 mM 1 mM [^13^C_6_]Arg with vehicle or Vig (1 mM). After 6 h of culture, around 1 × 10^7^ cells for each sample were collected and washed three times with PBS before being snap-frozen.

#### [^13^C_4_]Put labelling of T_H_17 cells

T_H_17 cells (as described above) were pretreated with vehicle, Vig (1 mM), or AG (0.2 mM) for 1 h and then collected and reseeded at a density of 2 × 10^6^ cells per ml in a conditional medium (RPMI-1640) containing 0.1 mM [^13^C_4_]Put and 10 µM Arg and with vehicle, Vig (1 mM), or AG (0.2 mM) treatment. After 6 h of culture, around 1 × 10^7^ cells for each sample were collected and washed three times with PBS before being snap-frozen.

#### [^13^C_4_]GABA labelling of T_H_17, iT_reg_ and T_H_1 cells

Naive CD4^+^ T cells isolated from WT mice were polarized for 72 h under T_H_17, iT_reg_ or T_H_1 culture conditions before being collected and re-seeded at a density of 2 × 10^6^ cells per ml in a conditional medium (RPMI-1640) containing 0.5 mM [^13^C_4_]GABA, 0.1 mM Gln and the GABA_A_-R antagonist bicuculline (5 µM). After 12 h of culture, around 1 × 10^7^ cells for each sample were collected and washed three times with PBS before being snap-frozen.

#### [^13^C_4_]GABA labelling of T_H_17 cells with Vig

T_H_17 cells (as described above) generated from WT or *Abat* cKO mice were pretreated with vehicle or Vig (1 mM) for 1 h before being collected and reseeded at a density of 2 × 10^6^ cells per ml in the conditional medium containing 0.5 mM [^13^C_4_]GABA, 0.1 mM Gln and the GABA_A_-R antagonist bicuculline (5 µM) and with vehicle or Vig (1 mM) treatment. After 12 h of culture, around 1 × 10^7^ cells for each sample were collected and washed three times with PBS before being snap-frozen.

#### [^13^C_5_]Gln labelling of T_H_17 cells with multiple inhibitors

T_H_17 cells (as described above) were pretreated with vehicle, Vig (1 mM) or R162 (20 μM) for 1 h and then collected and reseeded at a density of 2 × 10^6^ cells per ml in a conditional medium (RPMI-1640) containing 4 mM [^13^C_5_]Gln and with vehicle, Vig (1 mM), R162 (20 μM) or the combination of Vig and R162 treatment. After 6 h of culture, around 1 × 10^7^ cells for each sample were collected and washed three times with PBS before being snap-frozen. Additional information on stable isotope labelling is listed in Supplementary Table 4.

### Gas chromatography–mass spectrometry sample preparation and analysis

GC–MS was performed as previously described^57^, and cell pellets were resuspended in 0.45 ml of −20 °C methanol/water (1:1 v/v) containing 20 µM l-norvaline as internal standard. Further extraction was performed by adding 0.225 ml of chloroform followed by vortexing and centrifugation at 15,000*g* for 5 min at 4 °C. The upper aqueous phase was evaporated under vacuum using a Speedvac centrifugal evaporator. Separate tubes containing varying amounts of standards were evaporated. Dried samples and standards were dissolved in 30 μl of 20 mg/ml^-1^ isobutylhydroxylamine hydrochloride (TCI #I0387) in pyridine and incubated for 20 min at 80 °C. An equal volume of *N*-tert-butyldimethylsilyl-*N*-methyltrifluoroacetamide (MTBSTFA) (Soltec Ventures) was added and incubated for 60 min at 80 °C. After derivatization, samples and standards were analysed by GC–MS using an Rxi-5ms column (15 m × 0.25 internal diameter × 0.25 μm, Restek) installed in a Shimadzu QP-2010 Plus GC–MS instrument. GC–MS was programmed with an injection temperature of 250 °C, injection volume of 1.0 µl and a split ratio of 1/10. The GC oven temperature was initially 130 °C for 4 min, rising to 250 °C at 6 °C min^-1^ and to 280 °C at 60 °C min^-1^ with a final hold at this temperature for 2 min. GC flow rate, with helium as the carrier gas, was 50 cm s^-1^. GC–MS interface temperature was 300 °C, and the (electron impact) ion source temperature was 200 °C, with an ionization voltage of 70 eV. Fractional labelling from ^13^C-labelled substrates and mass isotopomer distributions were calculated as described previously^57^. Data from standards were used to construct standard curves in MetaQuant^58^, from which metabolite amounts in samples were calculated. Metabolite amounts were corrected for the recovery of the internal standard and for ^13^C labelling to yield total (labelled and unlabelled) quantities in nanomoles per sample and then adjusted by cell number.

### Liquid chromatography–mass spectrometry sample preparation and analysis

Naive CD4^+^ T cells were polarized under T_H_0, T_H_1, T_H_17 and iT_reg_ culture conditions or cultured with IL-7 (T_nai_ condition) for 72 h. Then, the cells were collected, washed with PBS and reseeded at a density of 5 × 10^6^ cells per ml in fresh medium. After 6 h of culture, the cell medium was collected and snap-frozen. Sample preparation and analysis were carried out as described previously at Metabolon^59^. In brief, sample preparation involved protein precipitation and removal with methanol, shaking and centrifugation. The resulting extracts were profiled on an accurate mass global metabolomics platform consisting of multiple arms differing by chromatography methods and MS ionization modes to achieve broad coverage of compounds differing by physiochemical properties such as mass, charge, chromatography separation and ionization behaviour. Metabolites were identified by automated comparison of the ion features in the experimental samples to a reference library of chemical standard entries that included retention time, molecular weight (*m/z*), preferred adducts and in-source fragments as well as associated MS spectra and were curated by visual inspection for quality control using a software developed at Metabolon.

### Metabolite quantification

In some experiments, T_H_17 cells were suspended at a density of 5 × 10^6^ cells per ml with medium containing vehicle or Vig (1 mM). After 6 h of culture, blank medium (without cells) and spent medium were collected. The levels of Gln and Glu were measured using the Bioanalyzer (YSI 2900). Following the manufacturer’s instructions, Arg and GAB quantities were determined by l-Arginine Assay Kit (BioVision) and GABA Research ELISA Kit (LDN). Consumption or production of each metabolite was determined by calculating the difference between blank and spent media.

### OCR

Following the manufacturer’s instructions, the OCR was determined using the Seahorse XFe96 Analyzer (Agilent Technologies). Briefly, approximately 1 × 10^5^ T_H_17 cells were suspended in a 50 µl assay medium (Seahorse XF RPMI Assay Medium, pH 7.4, Agilent Technologies) containing 10 mM Glc, 2 mM Glu and 1 mM pyruvate and were seeded in an XF96 Cell Culture Microplates (Seahorse, Agilent Technologies) precoated with poly(d-lysine) (50 µg ml^-1^; Millipore). The cells were centrifuged at 200*g* for 2 min on a zero-braking setting to immobilize the cells before they were supplied with an additional 130 µl of assay medium and kept in a non-CO_2_ incubator for 30 min. Data analysis was performed using the Seahorse Wave Software (Seahorse, Agilent Technologies). In some experiments, the GABA_A_-R antagonist bicuculline (5 µM) was added along with GABA to prevent the activation of GABA_A_-R. Various compounds were injected into each well sequentially to achieve the following final concentrations: 0.5 mM GABA, 1 mM Vig, 20 µM R162, 1.5 µM oligomycin, and 1 µM FCCP.

### Western blot analysis, RNA extraction, qPCR, and RNA-seq and NMR analysis of medium

Details are provided in the Supplementary Information.

### Statistical analysis

Statistical analysis was conducted using the GraphPad Prism software (GraphPad Software; v 8.0.1). To determine the statistical significance, different tests including unpaired two-tailed Student’s *t*-test, one-way ANOVA with Tukey’s multiple-comparisons test and two-way ANOVA with Sidak’s multiple-comparisons test were used as indicated in the figure legends. The number of experimental repeats is indicated in the figure legends. R software (v 4.2.1) was used for Metabolon and RNA-seq data analysis. *P* values that were considered significant are shown in the corresponding figures.

### Reporting summary

Further information on the research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information Supplementary Methods, Supplementary Tables 1–5 and Supplementary Figures 1–2.

Reporting Summary

## Figures and Tables

**Extended Data Fig. 1:**
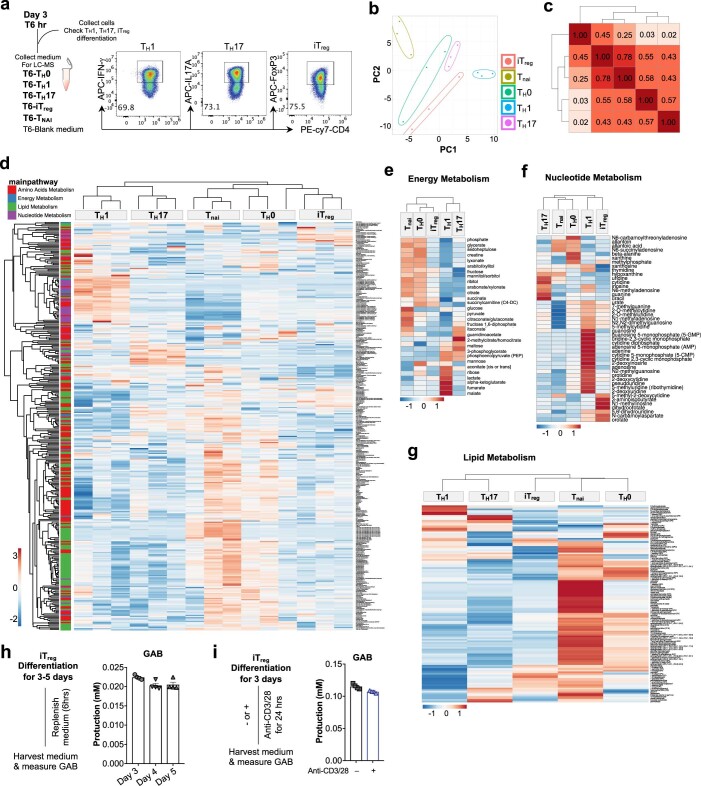
Distinctive extracellular metabolome profiles characterize T cell subsets. **a**, Cytokine production of indicating T cell subsets was determined by flow cytometer. **b**, Principal component analysis (PCA) for the correlations among each subset. **c**, Pairwise comparison of the statistical analysis, the numbers reflect the correlation R values. **d**, Extracellular metabolites in indicated T cell subsets were profiled by LC-MS. The hierarchical clustering heatmap represents the value of the relative amount (see color scale). **e-g**, Extracellular metabolites associated with energy metabolism (**e**), nucleotide metabolism (**f**), and lipid metabolism (**g**) in indicated T cell subsets were profiled by LC-MS. The value for each metabolite represents the average of triplicates. The complete metabolomic profile is provided in ***Source Data file 5***. Statistical analysis was performed by R Programming Language (**b–g**). **h, i**, As illustrated by the experimental scheme (left), GAB production of iTreg cells in indicated conditions was quantified by a GAB bioassay kit (*n* = 4 biologically independent samples). Source data

**Extended Data Fig. 2:**
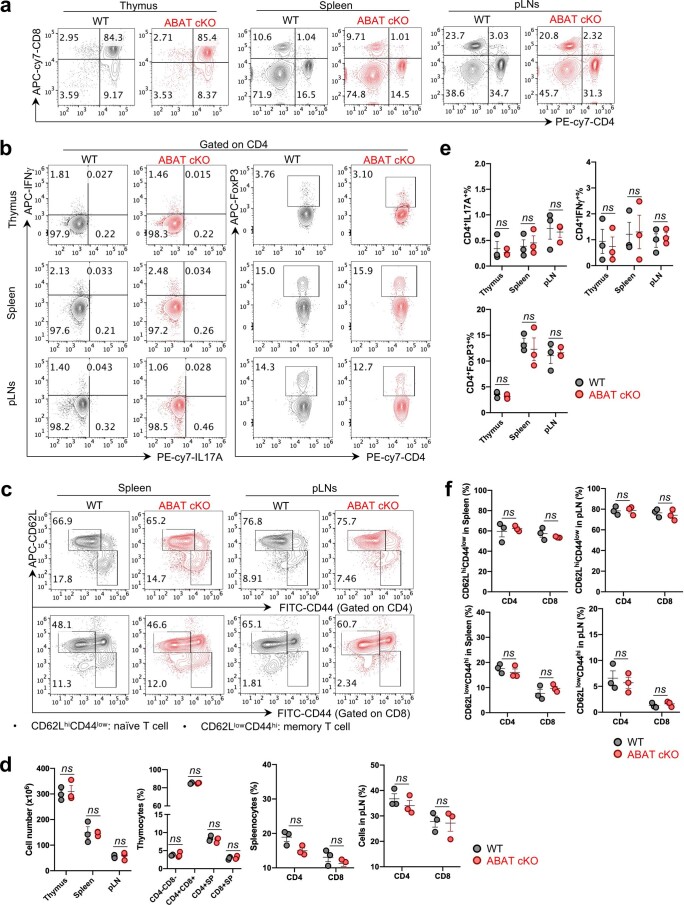
ABAT is dispensable for normal T cell development after the double-positive stage. **a–f**, Distribution of CD4^+^ and CD8^+^ T cell (**a, d**), indicated intracellular proteins (**b, e**) and surface markers (**c, f**) were determined by flow cytometer. Data are shown as mean ± SEM, *n* = 3 biologically independent samples, significance was calculated by unpaired Two-tail Student’s t-test. *ns*, no significant differences.

**Extended Data Fig. 3:**
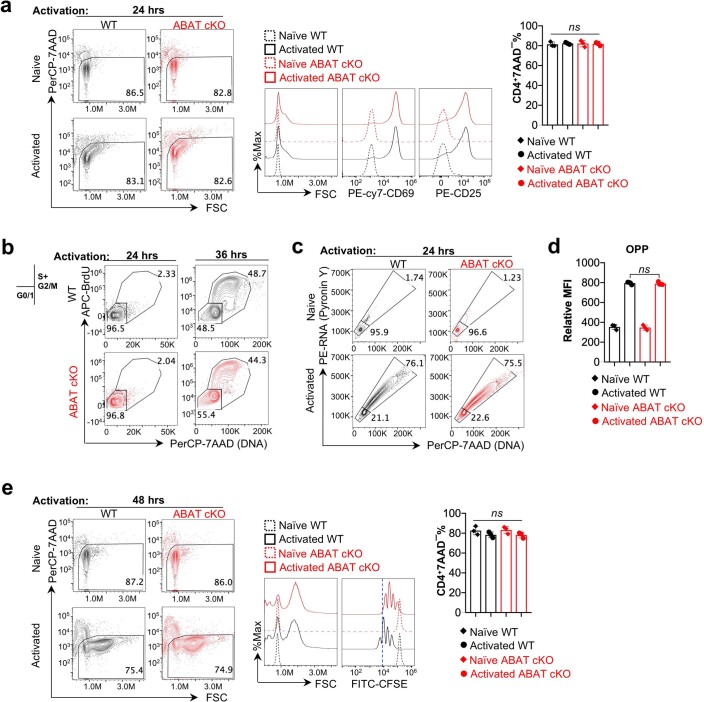
ABAT is dispensable for T cell activation. **a**, Cell viability, size and activation markers (**a**), cell cycle profile (**b**), DNA/RNA contents (**c**), protein synthesis activity (**d**), and CFSE dilution and cell viability (**e**) were determined by flow cytometry. Data are shown as mean ± SEM, *n* = 3 biologically independent samples, significance was calculated by Two-way ANOVA with Sidak’s multiple comparisons test. *ns*, no significant differences. OPP: o-propargyl-puromycin, MFI: median fluorescence intensity.

**Extended Data Fig. 4:**
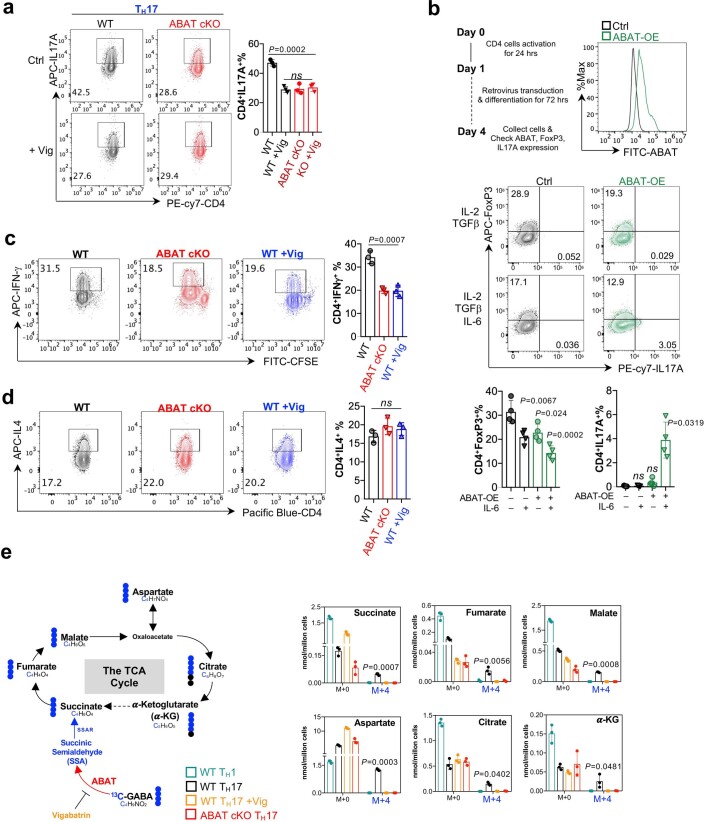
ABAT regulates T cell differentiation *in vitro*. **a–d**, Expression of indicated cytokines in indicated groups was determined by flow cytometry: **a, c, d**, data represents of *n* = 3 biologically independent samples, significance was calculated by one-way ANOVA with Tukey’s multiple comparisons test. *ns*, no significant differences. **b**, data represents of *n* = 4 biologically independent samples, unpaired Two-tail Student’s t-test. ns, no significant differences. **e**, Diagram of converting [^13^C_4_]-GABA (left) to downstream metabolites. Indicated metabolites were quantified by GC-MS (*n* = 3 biologically independent samples). Black dot: ^12^C; Blue dot: ^13^C derived from the indicated tracers. Numbers in the X-axis represent those of ^13^C atoms in given metabolites. Significance was calculated by unpaired Two-tail Student’s t-test. ABAT-OE: ABAT overexpression, α-KG: α-Ketoglutarate, M: mass spectrum.

**Extended Data Fig. 5:**
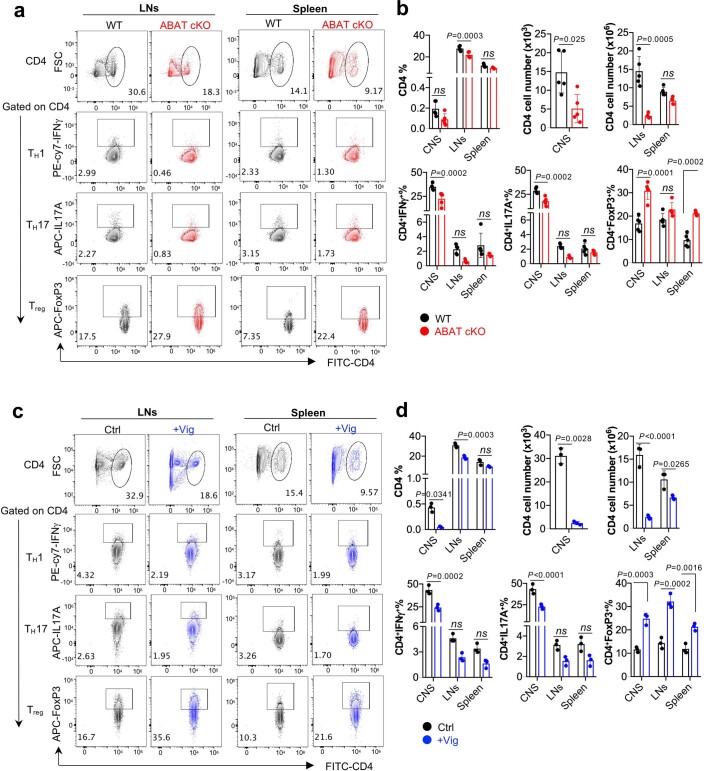
Genetic ablation or pharmacological inhibition of ABAT reduces T cell inflammation in EAE. **a–d**, T cells were isolated from indicated sites in experimental animals described in Fig. 4h (**a, b**) and Fig. 4j (**c, d**). The expression of indicated proteins was determined by flow cytometry. Statistical analysis (*n* = 3 biologically independent samples) was calculated by unpaired Two-tail Student’s t-test. Data are shown as mean ± SEM, *ns*, no significant differences. Vig: vigabatrin, EAE: experimental autoimmune encephalomyelitis, CNS: central nervous system, LNs: lymph nodes.

**Extended Data Fig. 6:**
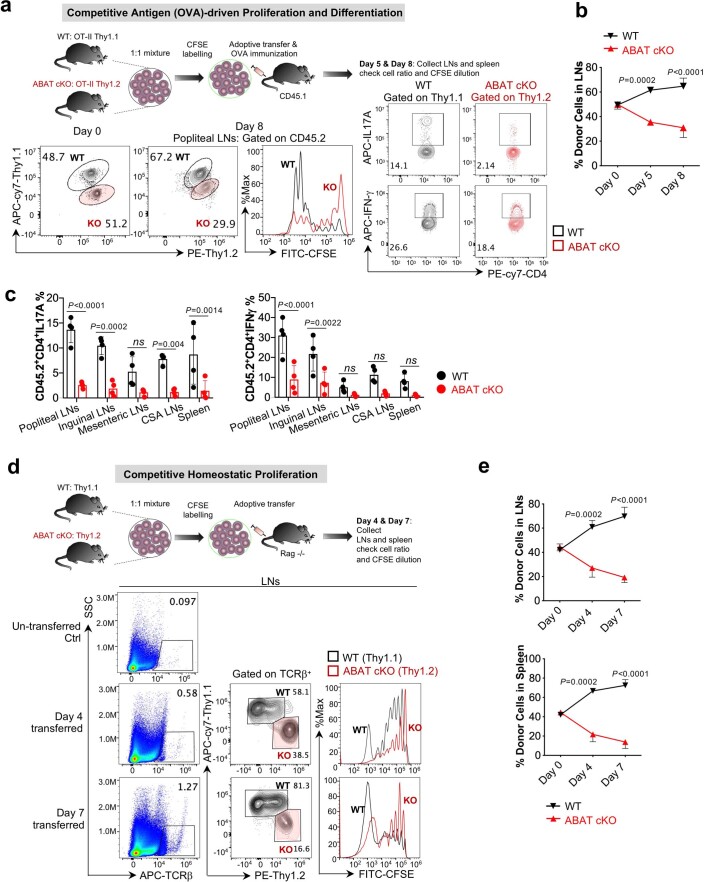
Inhibition of ABAT suppresses T cell proliferation and differentiation *in vivo*. **a–c**, As illustrated by the experimental diagram of competitive antigen (OVA)-specific proliferation (**a**, top), the donor cell ratio (**a**, bottom and **b**), CFSE dilution (**a**, bottom), and indicated protein levels (**a**, bottom and **c**), were determined by flow cytometry (*n* = 3 biologically independent samples). **b**, **c**, Data are shown as mean ± SEM, significance was calculated by unpaired Two-tail Student’s t-test. *ns*, no significant differences. **d–e**, As illustrated by the experimental diagram of competitive homeostatic proliferation (**d**, top). The donor cell ratio (**d**, bottom, and **e**) and CFSE dilution (**d**, bottom) were determined by flow cytometry (*n* = 3 biologically independent samples). **e**, Significance was calculated by unpaired Two-tail Student’s t-test. CSA: cervical, submandibular and axilla.

**Extended Data Fig. 7:**
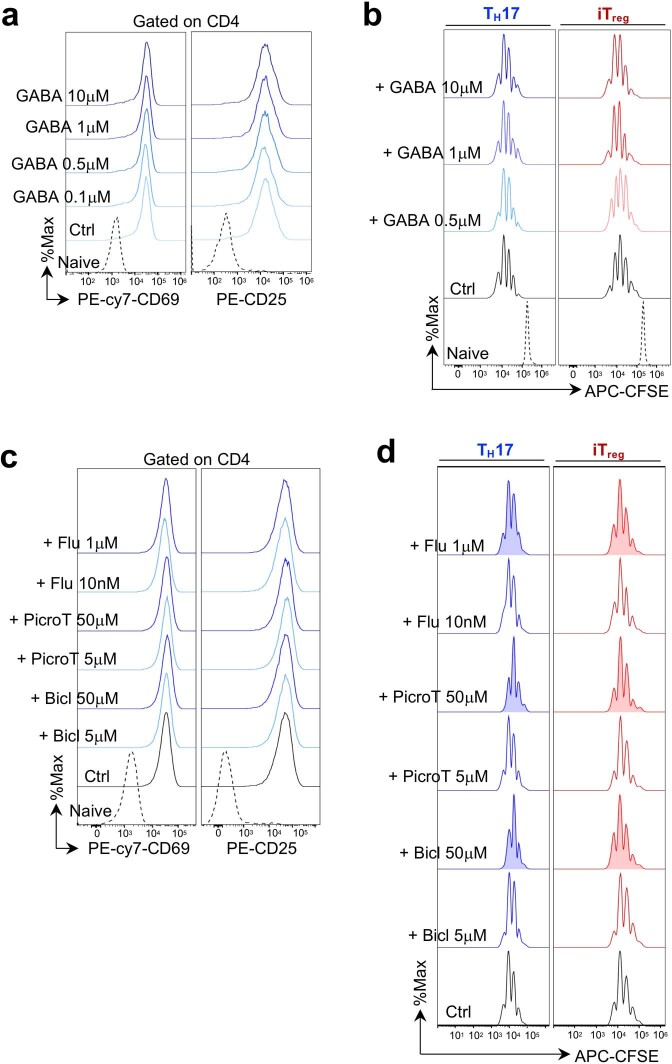
Modulating GABA receptor-mediated response does not affect activation and proliferation significantly during T_H_17 and iT_reg_ differentiation. **a–d**, Cell activation markers (**a, c**), and CFSE dilution (**b, d**) were determined by flow cytometry (*n* = 3 biologically independent experiments). Bicl: bicuculline, PicroT: picrotoxin, Flu: flumazenil.

**Extended Data Fig. 8:**
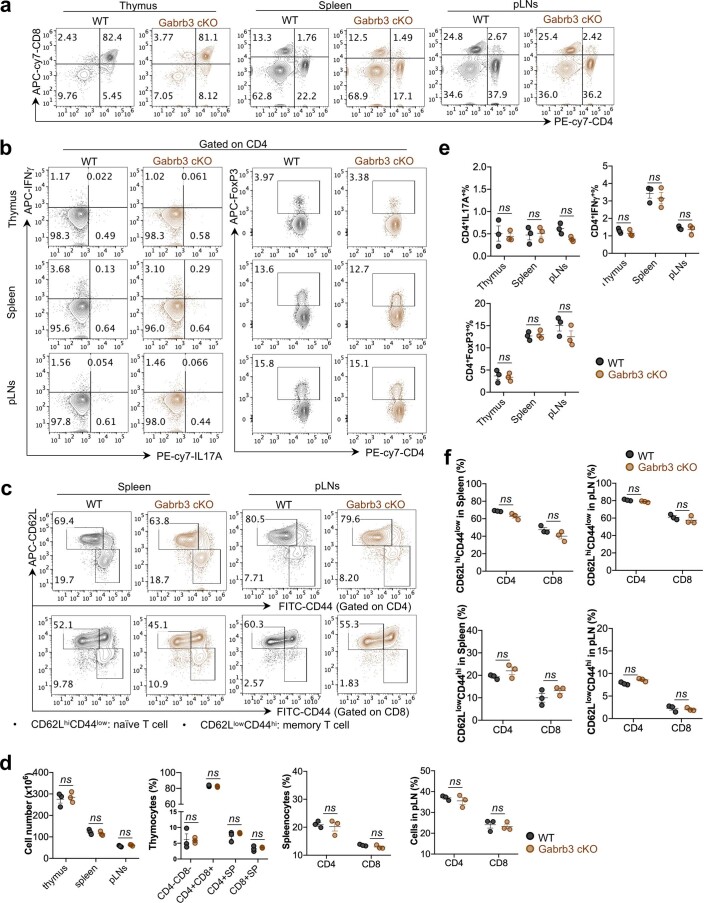
GABA receptor is dispensable for normal T cell development after the double-positive stage. **a–f**, Distribution of CD4^+^ and CD8^+^ T cell (**a, d**), indicated intracellular proteins (**b, e**), and surface markers (**c, f**) were determined by flow cytometer. Data are shown as mean ± SEM, *n* = 3 biologically independent samples, significance was calculated by unpaired Two-tail Student’s t-test. *ns*, no significant differences.

**Extended Data Fig. 9:**
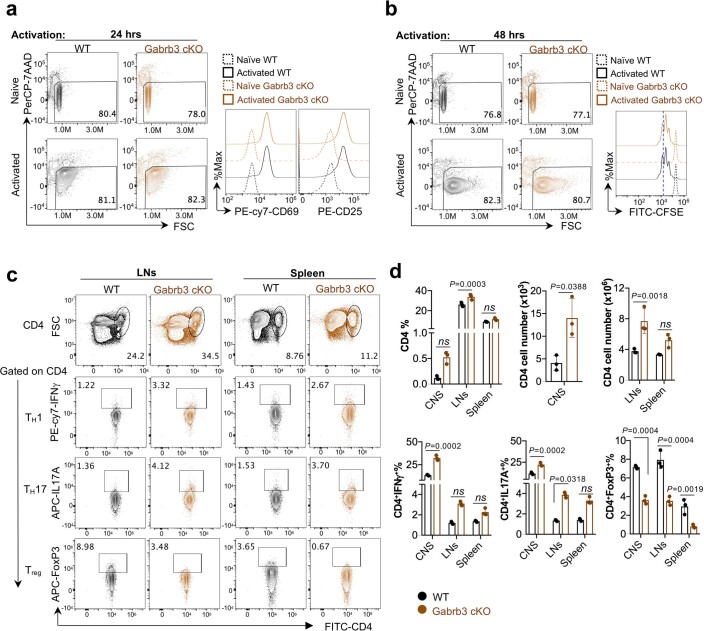
GABA receptor is required for T cell differentiation but not activation. **a, b**, Cell viability, cell activation markers (**a**), and CFSE dilution (**b**) were determined by flow cytometry (*n* = 3 biologically independent experiments). **c**, T cells were isolated from indicated sites in experimental animals described **in** Fig. 5g. The expression of indicated proteins was determined by flow cytometry. **d**, Statistical analysis (*n* = 3 biologically independent samples) was calculated by unpaired Two-tail Student’s t-test. Data are shown as mean ± SEM, *ns*, no significant differences. EAE: experimental autoimmune encephalomyelitis, CNS: central nervous system, LNs: lymph nodes.

**Extended Data Fig. 10:**
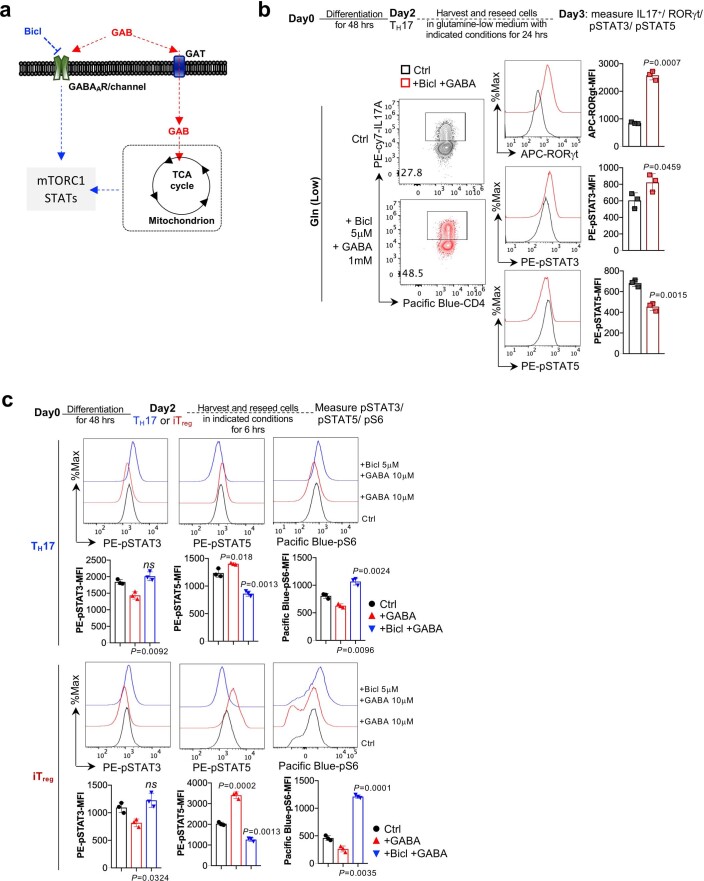
GAB controls T cell signaling pathways through both receptor and mitochondrial metabolism. **a**, Schematic diagram of GAB metabolism and GABAA-R-mediated signaling response. **b, c**, The schematic diagram of the experiment (top), the expression of indicated proteins from each group was determined by flow cytometry (*n* = 3 biologically independent samples). Data are shown as mean ± SEM. **b**, Significance was calculated by unpaired Two-tail Student’s t-test. **c**, Significance was calculated by one-way ANOVA with Tukey’s multiple comparisons test. *ns*, no significant differences.

## Data Availability

The RNA-seq datasets generated for this study can be found in the Gene Expression Omnibus under accession GSE190818. The authors declare that all other data supporting the findings of this study are available within the paper and supplementary information files. Source data are provided with this paper.

## Source data

Source Data Fig. 1 Metabolomic data for amino acid meta of Fig. 1b. GC–MS-based heatmap data for cell medium of Fig. 1c. GC–MS-based heatmap data for cell pellet of Fig. 1c. qPCR data of Fig. 1f. GC–MS-based heatmap data for cell medium of Fig. 1k. GC–MS-based heatmap data for cell pellet of Fig. 1k
Source Data Fig. 2 Unprocessed Western blots for Fig. 2a.
Source Data Fig. 2 qPCR data for Fig. 2e.
Source Data Fig. 4 Unprocessed Western blots for Fig. 4a.
Source Data Fig. 4 RNA-seq data for the heatmap for Fig. 4d. RNA-seq data IPA for Fig. 4f. RNA-seq data (all data) for Fig. 4d–f.

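The authors' deposited table of all genes calls 3866 genes changed at an adjusted p under 0.05, 2199 higher and 1667 lower in *Abat* cKO, among 14669 genes above background. Of these, 3795 were among the genes tested here with edgeR, and 3686 were called in the same direction and 0 in the other. Across genes, which are not independent replicates, Pearson's r between both sets of log2 fold changes was 0.963. Single genes at low counts can still differ. In the deposited comparison *Il17a* was at 0.21, below its value here, and *Il1rl1* was at 0.70 against 1.28 here. *Il21* was at 6.66 there and 6.72 here.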

Source Data Extended Data Fig. 1 Metabolomic data (all metabolites) for Extended Data Fig. 1b–d. Metabolomic data (energy-meta) for Extended Data Fig. 1e. Metabolomic data (nucleotide-meta) for Extended Data Fig. 1f. Metabolomic data (lipid-meta) for Extended Data Fig. 1g.

# Supplementary material for: GAB functions as a bioenergetic and signalling gatekeeper to control T cell inflammation
**Source:** Nat Metab. 2022 Oct 3;4(10):1322–35. doi: 10.1038/s42255-022-00638-1
**Supplement:** Supplementary file 1 — Supplementary Methods, Supplementary Tables 1–5 and Supplementary Figures 1–2.

GAB functions as a bioenergetic and signalling gatekeeper to control T cell inflammation

---

In the format provided by the
authors and unedited

Supplementary information

Materials and Methods

Western Blot Analysis

For protein extraction, cells were lysed and sonicated at 4°C in a lysis buffer (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 0.5% SDS, 5 mM sodium pyrophosphate, protease, and phosphatase inhibitor tablet), then centrifuged at 13,000 ×g for 15 min for recovering. The samples were boiled in the mixture of LDS Sample Buffer (NuPAGE) and Reducing solution (Thermo Fisher Scientific) for 5 min, after transferring to PVDF membranes by using the iBlot Gel Transfer Device (Thermo Fisher Scientific), then incubated with primary anti-ABAT (clone B-12, Santa Cruz Biotechnology) followed by incubating with the secondary antibodies conjugated with horseradish peroxidase. Immunoblots were developed on films using the enhanced chemiluminescence technique.

RNA Extraction, qPCR, and RNAseq

Total RNA was isolated by using the RNeasy Mini Kit (Qiagen). The cDNA synthesis was processed using Random hexamers and M-MLV Reverse Transcriptase (Invitrogen). BIO-RAD CFX284™ Real-Time PCR Detection System was used for SYBR green-based quantitative PCR. The relative gene expression was determined by the comparative *CT* method, also referred to as the $2^{-\Delta\Delta C_T}$ method. The data were presented as the fold change in gene expression normalized to an internal reference gene (beta2-microglobulin) and relative to the control (the first sample in the group). Fold change = $2^{-\Delta\Delta C_T} = [(CT_{\text{gene of interest}} - CT_{\text{internal reference}}) \text{ sample A} - (CT_{\text{gene of interest}} - CT_{\text{internal reference}}) \text{ sample B}]$. Samples for each experimental condition were run in triplicated PCR reactions. Primer sequences were obtained from Primer Bank to detect target genes (**Supplementary Table 5**).

For RNA sequencing analysis, total RNA was extracted using RNeasy Mini Kit (Qiagen) and treated with DNase I according to the manufacturer's instructions. After assessing the quality of total RNA using an Agilent 2100 Bioanalyzer and RNA Nanochip (Agilent Technologies), 150 ng total RNA was treated to deplete the levels of ribosomal RNA (rRNA) using target-specific oligos combined with rRNA removal beads. Following rRNA removal, mRNA was fragmented and converted into double-stranded cDNA. Adaptor-ligated cDNA was amplified by limit cycle PCR.

After library quality was determined via Agilent 4200 TapeStation and quantified by KAPA qPCR, approximately 60 million paired-end 150 bp sequence reads were generated on the Illumina HiSeq 4000 platform. Quality control and adapter trimming were accomplished using the FastQC (version 0.11.3) and Trim Galore (version 0.4.0) software packages. Trimmed reads were mapped to the Genome Reference Consortium GRCm38 (mm10) murine genome assembly using TopHat2 (version 2.1.0), and feature counts were generated using HTSeq (version 0.6.1). Statistical analysis for differential expression was performed using the DESeq2 package (version 1.16.1) in R, with the default Benjamini-Hochberg *p-value* adjustment method. The Ingenuity Pathway Analysis (IPA) software (QIAGEN), the Gene Set Enrichment Analysis (GSEA) software (UC San Diego, BROAD Ins.), and the R Programming Language software were used to analyze gene signature and pathway enrichment.

NMR analysis of medium

Naïve CD4⁺ T cells isolated from WT mice were polarized for 72 hrs under T_H17 or iT_{reg} culture conditions. Cells were harvested, washed by PBS, and then re-seeded at a 2×10^6 cells /mL density in a conditional medium (RPMI-1640) containing 4 mM ¹³C₅-Glutamine. Medium samples were taken at 0 hr and after 6 hrs incubation and were extracted and lyophilized. The dried samples were reconstituted in deuterated 50 mM phosphate buffer pH 8 containing 8.81 nmole DSS-d₆. NMR spectra were recorded on a Bruker Avance III spectrometer at 16.45 T at 15 °C in a 1.7 mm HCN inverse triple resonance cryoprobe. Presat spectra were recorded with an acquisition time of 2 s with weak irradiation at the HOD frequency during the relaxation delay of 4 s (pulse program: ZGPR). ¹H{¹³C} HSQC spectra were recorded with an acquisition time of 0.25 s and a relaxation delay of 1.75 using adiabatic decoupling of ¹³C (pulse program: hsqcetgpprpsisp2.2). The raw data were apodized with a 1 Hz exponential line broadening and linear predicted once (Presat) or a 4-Hz line broadening exponential (HSQC), phased, and baseline corrected using third-order Bernstein polynomials and referenced to the internal DSS at 0 ppm. Peaks were deconvoluted by line fitting using MNOVA and normalized to the DSS resonance at 0 ppm. The HCCH-TOCSY 2D spectrum was acquired by recording the first plane of the 3D experiment in the carbon dimension (pulse program: hcchdip3d). The acquisition times in the direct and indirect dimensions (*f*₂ and *f*₁) are 0.25 s and 0.03 s, respectively. The C-C mixing time was set to 10.9 ms using a DIPSI-3 spin lock scheme with B₁ field strength of 40 kHz. The data were processed with

1 Hz exponential apodization in f_2 and 5 Hz exponential with cosine squared function in the f_1 dimension, and further linear predicted and zero-filled to 8 k and 2k data points, respectively. The spectrum was phased and baseplane corrected before referencing glutamine peaks based on the standard spectrum. Spectral assignments were made by reference to authentic standards of GAB recorded under the same conditions.

Table 1. Cell culture related antibodies, cytokines, and chemicals

InVivoMAb anti-mouse CD3, Bio X cell, Cat# BE0001-1, Clone 145-2C11
InVivoMAb anti-mouse CD28, Bio X cell, Cat# BE0015-1, Clone 37.51
InVivoMAb anti-mouse IL-2, Bio X cell, Cat# BE0043, Clone JES6-1A12
InVivoMAb anti-mouse IL-4, Bio X cell, Cat# BE0045, Clone 11B11
InVivoMAb anti-mouse IFN γ , Bio X cell, Cat# BE0055, Clone XMG1.2
Recombinant Murine IL-12 p70, PeproTech, Cat# 210-12
Recombinant Human TGF- β 1, PeproTech, Cat# 100-21C
Recombinant Murine IL-2, PeproTech, Cat# 212-12
Recombinant Murine IL-7, PeproTech, Cat# 217-17
Recombinant Murine IL-4, PeproTech, Cat# 214-14
Recombinant Murine IL-6, PeproTech, Cat# 216-16
γ -Aminobutyric acid, Sigma, Cat# A2129
FCCP, Sigma, Cat# C2520
Aminoguanidine; AG, Sigma-Aldrich, Cat# A7009
GDH1 Inhibitor, R162 – Calbiochem, Sigma-Aldrich, Cat# 5.38098
Bicuculline, Cayman, Cat# 11727
Picrotoxin, Cayman, Cat# 20771
Flumazenil, Cayman, Cat# 14252
(R,S)-4-Amino-5-hexenoic acid; Vigabatrin, CNH Technologies, Cat# X-1501
Polyketides NV118, Isomerase therapeutics Ltd. Cambridge, Cat# 01-118-s3

Table 2. Cell staining antibodies and dyes

FITC anti-mouse CD4, BioLegend, Cat# 100510, Clone RM4-5
PE/Cyanine7 anti-mouse CD4, BioLegend, Cat# 100422, Clone GK1.5
Pacific Blue™ anti-mouse CD4, BioLegend, Cat# 100428, Clone GK1.5
APC/Cyanine7 anti-mouse CD8a, BioLegend, Cat# 100714, Clone 53-6.7
PE/Cy7 anti-mouse CD69, BioLegend, Cat# 104512, Clone H1.2F3
PE anti-mouse CD25, BioLegend, Cat# 102008, Clone PC61
APC/Cy7 anti-mouse CD90.1 (Thy1.1), BioLegend, Cat# 202520, Clone OX-7
APC anti-mouse CD90.1 (Thy1.1), BioLegend, Cat# 202526, Clone OX-7
PE anti-mouse CD90.2 (Thy1.2), BioLegend, Cat# 105308, Clone 30-H12
APC anti-mouse TCR β chain, BioLegend, Cat# 109211, Clone GL3
PE/Cyanine7 anti-mouse IFN- γ , BioLegend, Cat# 505826, Clone XMG1.2
APC anti-mouse IFN- γ , BioLegend, Cat# 505810, Clone XMG1.2
PE/Cyanine7 anti-mouse IL-17A, BioLegend, Cat# 506922, Clone TC11-18H10.1
APC anti-mouse IL-17A, BioLegend, Cat# 506916, Clone TC11-18H10.1
APC anti-mouse IL-4, BioLegend, Cat# 504105, Clone 11B11
Alexa Fluor® 647 anti-mouse FOXP3, BioLegend, Cat# 126407, Clone MF-14
APC anti-mouse CD62L, BioLegend, Cat# 104412, Clone MEL-14
FITC anti-mouse/human CD44, BioLegend, Cat# 103006, Clone IM7
PerCP anti-mouse CD45.1, BioLegend, Cat# 110726, Clone A20
PerCP anti-mouse CD45.2, BioLegend, Cat# 109826, Clone 104
FITC anti-mouse/human/rat ABAT, Santa Cruz Biotechnology, Cat# sc-393769, Clone B-12
APC anti-Hu/Mo ROR gamma (t), eBioscience, Cat# 17-6988-82, Clone AFKJS-9
PE anti-Hu/Mo Phospho-STAT3 (Tyr705), eBioscience, Cat# 12-9033-42, Clone LUVNKLA
PE anti-Hu/Mo Phospho-STAT5 (Tyr694), eBioscience, Cat# 12-9010-42, Clone SRBCZX
Pacific Blue-P-S6Ribosomal Protein (S235/236), Cell Signaling, Cat# 8520S, Clone D57.2.2E
APC anti-BrdU, BioLegend, Cat# 364114
7-AAD Viability Staining Solution, BioLegend, Cat# 420404
Pyronin Y, Sigma-Aldrich, Cat# 92-32-0

Table 3. pMIC-ABAT sequencing

Host-Constructs: pMIC(MSCV-IRES-mCherry)			
MCS: EcoRI/Bgl II/SnaBI/BamHI/MfeI/XhoI			
Inserts: No tag; include start codon (ATG) and stop codon			
PREDICTED: Homo sapiens 4-aminobutyrate aminotransferase (ABAT), transcript variant X2, mRNA			
Sequence ID: ref XM_011522401.1 Length: 5115Number of Matches: 1			
Gene-associated gene details			
Range 1: 466 to 1333GenBankGraphics Next Match Previous Match			
Alignment statistics for match #1			
Query 91			
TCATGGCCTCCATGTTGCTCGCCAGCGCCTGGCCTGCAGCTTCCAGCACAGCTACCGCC	150		
		Subject	466
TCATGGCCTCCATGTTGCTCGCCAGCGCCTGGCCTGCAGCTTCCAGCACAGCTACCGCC	525		
Query 151			
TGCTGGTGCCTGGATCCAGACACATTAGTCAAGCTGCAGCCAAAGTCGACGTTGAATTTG	210		
		Subject	526
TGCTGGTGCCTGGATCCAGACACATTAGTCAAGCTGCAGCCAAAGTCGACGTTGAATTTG	585		
Query 211			
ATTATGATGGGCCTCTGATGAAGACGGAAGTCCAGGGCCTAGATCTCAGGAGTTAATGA	270		
		Subject	586
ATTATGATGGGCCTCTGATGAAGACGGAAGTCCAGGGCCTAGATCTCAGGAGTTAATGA	645		
Query 271			
		Subject	646
Query 331			
		Subject	706
Query 391			
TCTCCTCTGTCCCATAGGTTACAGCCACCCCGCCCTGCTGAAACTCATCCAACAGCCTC	450		
		Subject	766
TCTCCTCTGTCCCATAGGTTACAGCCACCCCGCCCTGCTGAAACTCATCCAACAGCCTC	825		
Query 451			
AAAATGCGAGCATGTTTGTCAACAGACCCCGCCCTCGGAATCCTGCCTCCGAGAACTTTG	510		
		Subject	826
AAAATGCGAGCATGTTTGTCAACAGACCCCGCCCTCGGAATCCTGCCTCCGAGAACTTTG	885		
Query 511			
		Subject	886
Query 571			
		Subject	946
Query 631			
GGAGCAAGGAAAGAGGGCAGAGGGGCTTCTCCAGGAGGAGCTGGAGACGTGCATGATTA	690		
		Subject	1006
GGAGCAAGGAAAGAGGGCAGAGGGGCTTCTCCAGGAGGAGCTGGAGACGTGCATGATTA	1065		
Query 691			
		Subject	1066
Query 751			
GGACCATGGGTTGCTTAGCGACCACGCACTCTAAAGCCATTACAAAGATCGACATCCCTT	810		
		Subject	1126
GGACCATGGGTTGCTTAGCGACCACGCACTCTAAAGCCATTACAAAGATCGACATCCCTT	1185		
Query 811			
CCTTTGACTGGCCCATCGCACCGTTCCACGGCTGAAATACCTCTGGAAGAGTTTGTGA	870		
		Subject	1186
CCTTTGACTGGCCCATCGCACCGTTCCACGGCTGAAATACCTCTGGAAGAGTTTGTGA	1245		
Query 871			
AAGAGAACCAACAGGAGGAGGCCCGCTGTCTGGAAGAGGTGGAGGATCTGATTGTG-AAT	929		
		Subject	1246
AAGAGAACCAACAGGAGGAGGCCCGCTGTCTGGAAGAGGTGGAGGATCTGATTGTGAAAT	1305		
Query 930			
ATCGGaaaaannn-anGACGGTGGCCGGGATCATCGTGGAG-CCATCCAGTCCNNGG-TG	986		
		Subject	1306
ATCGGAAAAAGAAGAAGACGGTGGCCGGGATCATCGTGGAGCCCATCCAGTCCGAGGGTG	1365		
Query 987			
GAGAC-ACCACGCATCCGATGACTTNTTTCgnaa-ctga	1023		
		Subject	1366
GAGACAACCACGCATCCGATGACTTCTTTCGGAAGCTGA	1404		

Table 4. Stable isotope tracers

U13C5-Arginine, Cambridge Isotope Laboratories, Inc., Cat# CLM2265
U13C6-Glucose, Cambridge Isotope Laboratories, Inc., Cat# CLM1396
U13C5-Glutamine, Cambridge Isotope Laboratories, Inc., Cat# CLM1822
4-Aminobutyric acid (GABA)(13C4, 97-99%), Cambridge Isotope Laboratories, Inc., Cat# CLM-8666
1,4-BUTANEDIAMINE (PUTRECINE) (13C4, 98%), Cambridge Isotope Laboratories, Inc., Cat# CLM-6574

Table 5. RT-qPCR primers

Gene	primer sequences forward	primer sequences reverse	NCBI Gene ID	Primer Bank ID	Vendor (Sequences of oligonucleotides)
GAD1	AACGTATGATACTTGGTGTGGC	CCAGGCTATTGGTCCTTTGTAAG	Mouse, 14415	145301579c1	Sigma-Aldrich
GAD2	TCCGGCTTTTGGTCCTTCG	ATGCCGCCCCGTGAACCTTT	Mouse, 14417	124517708c1	Sigma-Aldrich
ABAT	CTGAACACAATCCAGAATGCAGA	GGTTGTAACCTATGGGCACAG	Mouse, 268860	27370474a1	Sigma-Aldrich
Aldh5a1	CGGTCAAGGAGAGGAGCTTAC	GGACTAGCCCTCGCTTATCTTT	Mouse, 214579	27369748a1	Sigma-Aldrich
Akr7a5	CGGCCAGTCCGAGAACATC	TTCAGTGACTTCCCTTCCCAG	Mouse, 110198	27659728a1	Sigma-Aldrich
Glyr1	GAAACTGGGCCCGGTATCCTC	GGTAAGGCTTTAGTTGTTCCT	Mouse, 74022	21312000a1	Sigma-Aldrich
Slc52a2	GGGCTCCTACCTGATGACACT	GCACAGGACCCATGAGAGTA	Mouse, 52710	21313230a1	Sigma-Aldrich
Slc6a1	GAAAGCTGTCTGATTCTGAGGTG	AGCAAACGATGATGGAGTCCC	Mouse, 232333	30520131a1	Sigma-Aldrich
Slc6a11	TGTTGAGCGTAGCTGGAGAGA	AGCAGATGAAAAACACCACGTA	Mouse, 243616	27370360a1	Sigma-Aldrich
Slc6a12	GGTCCCTGAGGAAGGAGAGAT	GGGGATGAAGAAAGCTCCACC	Mouse, 14411	19526806a1	Sigma-Aldrich
Slc6a13	CAGTACACCAACCAGGGAGG	GCCAGGACAACGATGTAGTAGA	Mouse, 14412	21362295a1	Sigma-Aldrich
Slc32a1	ACCTCCGTGTCCAACAAGTC	CAAAGTCGAGATCGTCGCAGT	Mouse, 22348	6678569a1	Sigma-Aldrich
Gabra1	AAAAGTCGGGTCTCTCTGAC	CAGTCGGTCCAAAATTCTTGTA	Mouse, 14394	6753936a1	Sigma-Aldrich
Gabra2	GGACCCAGTCAGTTGGTG	TCCTGGTCTAAGCCGATTATCAT	Mouse, 14395	6679901a1	Sigma-Aldrich
Gabra3	ATGTGGCACTTTTATGTGACCA	CCCCAGGTTCTTGTCTGCTTG	Mouse, 14396	31560695a1	Sigma-Aldrich
Gabra4	ACAATGAGACTCACCATAAGTGC	GGCCTTTGGTCCAGGTGTAG	Mouse, 14397	33468895a1	Sigma-Aldrich
Gabra5	TGACCCAAACCTCCTTGCTCT	GTGATGTTGTCAATGGTCTCGT	Mouse, 110886	30578386a1	Sigma-Aldrich
Gabra6	TGCCCAAGCTCAACTGAAGA	GCCGTAGACGGTTGTCATAGC	Mouse, 14399	6679905a1	Sigma-Aldrich
Gabarap	AAGAGGAGCATCCGTTGAGA	GCTTTGGGGGCTTTTCCAC	Mouse, 56486	9789961a1	Sigma-Aldrich
Gabarap11	GGACCACCCCTTCGAGTATC	CCTCTTATCCAGATCAGGGACC	Mouse, 57436	10181206a1	Sigma-Aldrich
Gabarap12	TCGGGCTCTCAGATTGTTGAC	ATGGCCTTCTCGGAGGGAA	Mouse, 93739	31542873a1	Sigma-Aldrich
jakmip1 (gababrbp)	ACCGCCTACATCTCGGAACT	GCAGCTCACCTTCCTTGATCTT	Mouse, 76071	30409980a1	Sigma-Aldrich
Gabrb1	TCCCGTGATGGTTGCTATGG	CCGCAAGCGAATGTCATATCC	Mouse, 14400	6679907a1	Sigma-Aldrich
Gabrb2	ATGTCGCTGGTTAAAGAGACG	CTGCCACTCGGTTGTCCAAA	Mouse, 14401	6679909a1	Sigma-Aldrich
Gabrb3	CTGCTGCCAATCTGGCTTTC	CGTAGCCTTTCAACAGCTTGTC	Mouse, 14402	26350247a1	Sigma-Aldrich
Gabrd	ATTGGGGACTACGTGGGCT	CCACATTACAGGAGCACC	Mouse, 14403	6679913a1	Sigma-Aldrich
Gabre	CCTTCAGTGGAGGGTTGGAC	ATTGAGGCGGAGTTAGAGGCT	Mouse, 14404	8393396a1	Sigma-Aldrich
Gabrg1	TGTGGAGTCAAACCTAGAGGAGTG	TTCCCAGATGCAGGGTTAGTA	Mouse, 14405	26332763a1	Sigma-Aldrich
Gabrg2	ATGAGTTCCGCAAATACATGGAG	GGAGCAGAATCCACAGCGT	Mouse, 14406	28916679a1	Sigma-Aldrich
Gabrg3	GACAGTCGCCTTCGATTCAAC	AGCCTCCGCTGTTTAGAATTT	Mouse, 14407	6679917a1	Sigma-Aldrich
Gabrp	CAGACCCACGGCTAGTGTTTC	AGAGGCGGATGAGCCTGTT	Mouse, 216643	20379971a1	Sigma-Aldrich
Gabrq	ATGGGCATCCGAGGTATGCT	ATCCAGAATGACTTCAGGCGT	Mouse, 57249	10048422a1	Sigma-Aldrich
Gabrr1	CGAGGAGCACACGACGATG	GTGAAGTCCATGTCAACCTCTG	Mouse, 14408	6679919a1	Sigma-Aldrich
Gabrr2	ATGCCTTATTTGATGAGACTCGC	CCACACCTACAGGGATGGC	Mouse, 14409	6679921a1	Sigma-Aldrich

Gabbr3	CACCCTAAACGTGAACAACTGT	TCCAATAGTGCCTGAGGTAAAAC	Mouse, 328699	124487130c2	Sigma-Aldrich
Gabbr1	GCACAGGACACAATGAAAACAG	AGCAAATGTACTCGACTCCCA	Mouse, 54393	5051395a1	Sigma-Aldrich
Gabbr2	AAGACCCCATAGAGGACATCAA	GGGTGGTACGTGTCTGTGG	Mouse, 242425	29611612a1	Sigma-Aldrich
DBI	GAATTTGACAAAGCCGCTGAG	CCCACAGTAGCTTGTTGAAGTG	Mouse, 13167	6681137a1	Sigma-Aldrich
Arg1	CTCCAAGCCAAAGTCCTTAGAG	AGGAGCTGTCATTAGGGACATC	Mouse, 11846	158966684c1	Sigma-Aldrich
Arg2	TCCTCCACGGGCAAATTCC	GCTGGACCATATTCCACTCCTA	Mouse, 11847	6753110a1	Sigma-Aldrich
ODC1	GGTTCAGAGGCCAAACA	CAGCGTGCCATCATCCT	Mouse, 111148	N/A	Sigma-Aldrich
Aldh1a1	ATACTTGTCGGATTTAGGAGGCT	GGGCCTATCTTCCAAATGAACA	Mouse, 11668	7304881a1	Sigma-Aldrich
DAO	GGTGGCAAGAGGAGTGGATG	TGGGATGATGTACGGAGAGTTG	Mouse, 13142	15929683a1	Sigma-Aldrich
Aldh4a1 (PDH)	CGATGGAAGCACACCTCTTCT	GGCGACAACGGTACTGTATATC	Mouse, 212647	34328415a1	Sigma-Aldrich
Tubulin (beta-2<br>microglobulin)	TTCTGGTGCTTGTCTCACTGA	CAGTATGTTCCGGCTTCCCATTC	Mouse, 12010	144227219c1	Sigma-Aldrich

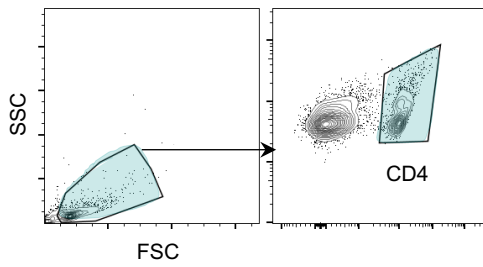

Supplemental Figure 1. For analysis of CD4⁺ T cell proliferation, infiltrating and intracellular cytokines (Fig 4c, Fig 4g, Fig 4i, Fig 4k, Fig 5f, Fig 5h, Extended Data Fig 2b, Fig 4a-d, Fig 5, Fig 6b, Fig 8b, Fig 9c, and Fig 10): FSC-SSC-H gating was used as preliminary gating for lymphocyte population followed by analysis of CD4⁺ T cells, then checked the intracellular cytokines expression.

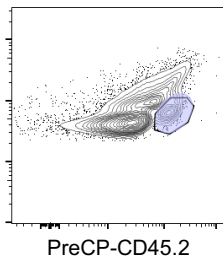

Supplemental Figure 2. For *in vivo* adaptive transfer experiment, gating strategy for flow cytometry analysis was preliminarily performed by gating for CD45.2 stain marker (Extended Data Fig 6a, OVA antigen-specific).

# Supplementary material for: GAB functions as a bioenergetic and signalling gatekeeper to control T cell inflammation
**Source:** Nat Metab. 2022 Oct 3;4(10):1322–35. doi: 10.1038/s42255-022-00638-1
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Flow cytometry by using Novocyte (ACEA Biosciences) software (version 2000); quantitative PCR by using BIO-RAD CFX284TM Real-Time PCR Detection System; RNA-seq quality control and adapter trimming were accomplished using the FastQC (version 0.11.3) and Trim Galore (version 0.4.0) software packages, trimmed reads were mapped to the Genome Reference Consortium GRCm38 (mm10) murine genome assembly using TopHat2 (version 2.1.0), and feature counts were generated using HTSeq (version 0.6.1); 13C-tracer data by using Gas Chromatography-Mass Spectrometry (GC-MS) as standard method; medium metabolites by using Liquid Chromatography-Mass Spectrometry (LC-MS) (metabolon), NMR, or bioanalyzer (YSI, version 2900) as standard method; Oxygen consumption rate (OCR) by using seahorse XFe96 Analyzer (Agilent Technologies)

Data analysis

Flow cytometric analysis were performed with FlowJo software (TreeStar, version 10.6); RNAseq analysis were performed using the DESeq2 package (version 1.16.1) in R, with the default Benjamini-Hochberg p-value adjustment method, the Ingenuity Pathway Analysis (IPA) software (QIAGEN, version 01-20-04), the Gene Set Enrichment Analysis (GSEA) software (UC San Diego, BROAD Ins. version 4.1.0), and the R Programming Language software (version 4.2.1); Oxygen consumption rate (OCR) were analysis by using the Seahorse Wave Software (Seahorse, Agilent Technologies. version 2.6); Statistical data analysis and generation of graphs by using GraphPad Prism (version 8.0.1).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw RNA-seq datasets generated for this study can be found in the GEO accession GSE190818 (reserved released data at 08/02/2022). <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi>. The authors declare that all other data (including the Metabolon) and materials supporting the findings of this study are available within the article (and supplementary/ extended information files). Original LC-MS metabolomics data and code please address correspondence and requests for materials to Ruoning Wang ().

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample sizes determined on the basis of previous experience in previous experiments. For Metabolon, LC-MS, GS-MS studies 3 independent samples for determination (referring Ratnikov, B. et al. Bioinformatics 2006; Bunk, B. et al. Bioinformatics 2006; Evans, A.M. et al. Anal Chem 2009); for EAE studies, 3-5 independent experiments with mice based on the experimental design (referring Wu, R. et al. Sci Adv 2020; Chen, X. et al. Sci Imm 2022); for Elisa, YSI, qPCR measurements, 3-6 independent samples were used; for in vivo adoptive transferred experiment, 3-5 independent mice were used (referring Wu, R. et al. Sci Adv 2020; Chen, X. et al. Sci Imm 2022); for cell culture related experiments such as FACS, 3 independent samples at least were performed. The number of independent experiments (at least 3) is a standard sample size to accurately detect differences in cell biology field (referring multiple publications in Nature, Nature Metabolism, Nature Immunology, et al).
Data exclusions	No data exclusion
Replication	All experiments were conducted with at least two independent experiments and multiple biological replicates (except metabolon was performed one time and 3 biological replicates), and the details was provided in corresponding figure legends.
Randomization	All studies were performed on age and gender matched animals. Animals were randomized prior to experiments.
Blinding	Experiments were not performed blinded because all analysis were performed using same gating as control under the same condition.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

For cell culture: InVivoMAb anti-mouse CD3 (clone 145-2C11, Bio X Cell, Cat# BE0001-1)
InVivoMAb anti-mouse CD28 (clone 37.51, Bio X Cell, Cat# BE0015-1)
InVivoMAb anti-mouse IL-2 (clone JES6-1A12, Bio X Cell, Cat# BE0043)

InVivoMAb anti-mouse IL-4 (clone 11B11, Bio X Cell, Cat# BE0045)
 InVivoMAb anti-mouse IFN gamma (clone XMG1.2, Bio X Cell, Cat# BE0055)
 For flow cytometry: Anti-mouse CD4-FITC (clone RM4-5, Biolegend, Cat# 100510, dilution 1:100)
 anti-mouse CD4-PE/Cyanine7 (clone GK1.5, Biolegend, Cat# 100422, dilution 1:100)
 anti-mouse CD4-Pacific Blue (clone GK1.5, Biolegend, Cat# 100428, dilution 1:100)
 anti-mouse CD8-APC/Cyanine7 (clone 53-6.7, Biolegend, Cat# 100714, dilution 1:100)
 anti-mouse CD62L-APC (clone MEL-14, Biolegend, Cat# 104412, dilution 1:100)
 anti-mouse CD44-FITC (clone IM7, Biolegend, Cat# 103006, dilution 1:100)
 anti-mouse CD69-PE/Cy7 (clone H1.2F3, Biolegend, Cat# 104512, dilution 1:100)
 anti-mouse CD25-PE (clone PC61, Biolegend, Cat# 102008, dilution 1:100)
 anti-mouse CD45.1-PerCP (clone A20, Biolegend, Cat# 110726, dilution 1:100)
 anti-mouse CD45.2-PerCP (clone 104, Biolegend, Cat# 109826, dilution 1:100)
 anti-mouse Thy1.1-APC/Cy7 (clone OX-7, Biolegend, Cat# 202520, dilution 1:100)
 anti-mouse Thy1.1-APC (clone OX-7, Biolegend, Cat# 202526, dilution 1:100)
 anti-mouse Thy1.2-PE (clone 30-H12, Biolegend, Cat# 105308, dilution 1:100)
 anti-mouse TCR beta-APC (clone GL3, Biolegend, Cat# 109211, dilution 1:100)
 anti-mouse IFN gamma-APC (clone XMG1.2, Biolegend, Cat# 505810, dilution 1:100)
 anti-mouse IFN gamma-PE/Cyanine7 (clone XMG1.2, Biolegend, Cat# 505826, dilution 1:100)
 anti-mouse IL-17A-APC (clone TC11-18H10.1, Biolegend, Cat# 506916, dilution 1:100)
 anti-mouse IL-17A-PE/Cyanine7 (clone TC11-18H10.1, Biolegend, Cat# 506922, dilution 1:100)
 anti-mouse IL-4-APC (clone 11B11, Biolegend, Cat# 504105, dilution 1:50)
 anti-mouse/human/rat ABAT-FITC or purified (clone B-12, Santa Cruz Biotechnology, Cat# sc-393769, dilution 1:50)
 anti-mouse FoxP3-Alexa Fluor® 647 (clone MF-14, Biolegend, Cat# 126407, dilution 1:100)
 anti-Hu/Mo ROR gamma (t) (clone AFKJS-9, eBioscience, Cat# 17-6988-82, dilution 1:50)
 anti-Hu/Mo Phospho STAT3 (Tyr705) (clone LUVNKLA, eBioscience, Cat# 12-9033-42, dilution 1:50)
 anti-Hu/Mo Phospho STAT5 (Tyr694) (clone SRBCZX, eBioscience, Cat# 12-9010-42, dilution 1:50)
 P-S6Ribosomal Protein-Pacific Blue (S235/236) (clone D57.2.2E, Cell Signaling, Cat# 8520S, dilution 1:50)
 anti-Alexa Fluor 647 BrdU (Biolegend, Cat# 364114, dilution 1:100)
 Pyronin Y (Sigma-Aldrich, Cat# 92-32-0, dilution 1:100)

Validation

Reactivity of above antibodies are commercially available and validated for indicated applications, all information on manufacturer's homepage:
<https://bxccl.com/>
<https://www.biolegend.com/>
<https://www.scbt.com/home>
<https://www.thermofisher.com/us/en/home/life-science/antibodies/ebioscience>
<https://www.cellsignal.com/>
<https://www.sigmaaldrich.com/US/en>

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

C57BL/6 (WT), Flippase (B6.129S4Gt(ROSA)26Sortm1(FLP1)Dym/RainJ), OT-II (B6.Cg-Tg(TcratCrb)425Cbn/J), CD45.1+ (B6.SJL-PtprcaPepcb/BoyJ), Rag1-/- (B6.129S7-Rag1tm1Mom/J), IL17A-IRES-GFP-KI (C57BL/6-Il17atm1Bcgen/J), FoxP3GFP+ (C57BL/6-Tg(Foxp3-GFP)90Pkrj/J), and Gabrb3fl (B6;129-Gabrb3tm2.1Geh/J) mice were obtained from the Jackson Laboratory (JAX, Bar Harbor, ME). Mice with one targeted allele of ABAT on the C57BL/6 background (ABATtm1a(EUCOMM)Hmgu) were generated by The European Conditional Mouse Mutagenesis Program (EUCOMM). The mice were first crossed with a transgenic Flippase strain (B6.129S4Gt(ROSA)26Sortm1(FLP1)Dym/RainJ) to remove the LacZ-reporter allele and then crossed with the CD4-Cre strain to generate T cell-specific ABAT knockout strain (ABAT cKO). OT-II mice were crossed with CD4Cre ABAT cKO mice to generate the OT-II CD4Cre ABAT cKO mice. OT-II mice were crossed with Thy1.1+ mice (B6.PL-Thy1a/CyJ) to generate the OT-II Thy1.1 mice. Gabrb3fl mice were crossed with the CD4-Cre strain to generate T cell-specific Gabrb3 knockout strain (Gabrb3 cKO). Both male and female mice, with age-matched (6-12 weeks old) were used in the experiments. Mice were housed under controlled conditions: rodent housing rooms are kept at 73 degree Fahrenheit, with alarms set at 69 and 78 degrees, 30–70% relative humidity, and 12:12 light-dark cycle. Food and water was available for all animals. Low Fat diet were provided (Envigo 2920, the irradiated form of 2020X*). Mice were maintained and euthanized (by carbon dioxide asphyxiation followed by cervical dislocation) under protocols approved by the Institutional Animal Care and Use Committee of the Research Institute at Nationwide Children's Hospital (IACUC; protocol number AR13-00055). *<https://insights.envigo.com/hubfs/resources/data-sheets/2020x-datasheet-0915.pdf>

Wild animals

This study does not include any wild animal.

Field-collected samples

This study does not include samples collected from the field.

Ethics oversight

Animal protocols were approved by the Institutional Animal Care and Use Committee of the Research Institute at Nationwide Children's Hospital.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

For development analysis, spleen, lymph nodes and thymus were passed through 70 micron filters; for EAE infiltrating T cell analysis, the CNS (brain and spinal cord), spleen, and peripheral lymph nodes were collected and mashed to make the single-cell solution. The cell suspension was centrifuged on a 30%/70% Percoll gradient at 500 g for 30 min to isolate mononuclear cells from the CNS.

All cells were stained in PBS containing 2% (w/v) BSA and the appropriate antibodies from Biolegend. For analyzing intracellular cytokine IFN-gamma and IL-17A, T cells were stimulated for 4 hrs with eBioscience™ Cell Stimulation Cocktail (eBioscience) before being stained with cell-surface antibodies. Cells were then fixed and permeabilized using FoxP3 Fixation/Permeabilization solution according to the manufacturer's instructions (eBioscience). Cell proliferation was assessed by CFSE staining per the manufacturer's instructions (Invitrogen). Cell viability was evaluated by 7AAD staining per the manufacturer's instructions (Biolegend). For analyzing DNA/RNA content, cells were collected and stained with surface markers before being fixed with 4% paraformaldehyde for 30 min at 4°C, followed by a step of permeabilization with FoxP3 permeabilization solution (eBioscience). Cells were stained with 7AAD for 5 min and then stained with pyronin-Y for 30 min before being analyzed by flow cytometer with PerCP channel for 7AAD (DNA) and PE channel for pyronin-Y (RNA). Protein synthesis assay kit (Item No.601100, Cayman) was used for analyzing protein content. Briefly, cells were incubated with O-propargyl-puromycin (OPP) for 1 hr, then were fixed and stained with 5 FAM-Azide staining solutions before being analyzed by flow cytometer with FITC channel. For analyzing cell cycle profile, cells were incubated with 10 µg/mL BrdU for 1 hr, followed by cell surface staining, fixation, and permeabilization according to Phase-Flow Alexa Fluro 647 BrdU Kit (Biolegend).

Instrument

Novocyte

Software

FlowJo version 10.6

Cell population abundance

Bulk cell isolation including naive CD4 T cells and naive tTreg cells were performed using kits (MojoSort, BioLegend) individually, ensuring a purity of >90%-95% defined as the ratio of target cells and total cells. For RNAseq, WT and ABAT cKO T cells were activated and harvested at 36 hrs separately, used for RNA extraction (around 100-500 ng/ul/sample). For Metabolon assay, differentiated CD4 subsets such as TH1, TH17 and iTreg for 72 hrs, FACS determined to ensure a purity of about 70% defined as the ratio of IFN gamma (TH1), IL17A (TH17) and FoxP3 (iTreg) and total cells. For in vitro Treg cell suppression assays, differentiated iTreg for 72 hrs, FACS determined to ensure a purity of about 70% FoxP3 (iTreg) cells, co-cultured with Tconv cells in indicated ratio as described in Methods. Briefly, purity of cell fractions were determined by flow cytometry ensuring a appropriate purity based on the experiment purpose. No cell sorting were performed at this time.

Gating strategy

Gating strategies are shown respectively: For analysis of alive cells (Fig 2j, Fig 5b, Fig 5e, Fig S3a, Fig S3e, Extended Data Fig 9a, and Fig 9b): PerCP-7AAD gating for alive cells (Fig 2j upper) followed by analysis of GFP-surface expressed IL17A, or detected CFSE cell proliferation, or CD25/CD69 cell activation marker; for analysis of CD4+ T cell proliferation, infiltrating and intracellular cytokines (Fig 4c, Fig 4g, Fig 4i, Fig 4k, Fig 5f, Fig 5h, Extended Data Fig 2b, Fig 4a-d, Fig 5, Fig 6b, Fig 8b, Fig 9c, and Fig 10): FSC-SSC-H gating was used as preliminary gating for lymphocyte population followed by analysis of CD4+ T cells, then checked the intracellular cytokines expression (gating strategy in Supplementary Information); for in vivo adoptive transfer experiment, gating strategy for flow cytometry analysis was preliminarily performed by gating for CD45.2 stain marker (Extended Data Fig 6a, OVA antigen-specific), by gating for TCR-beta (Extended Data Fig 6d, homeostatic), and then checked the cell ratio, proliferation or cytokines expression; for Treg cell suppression assay, gating strategy for flow cytometry analysis was preliminarily performed by gating for CD45.2 stain marker to distinguish the Tconv cells, then separated WT cells and KO cells by Thy1.1 marker and Thy1.2 marker (Fig 6e), and then checked the proliferation.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

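RNA of 3 WT and 3 *Abat* cKO samples of activated CD4+ T cells was sequenced by the authors. The authors deposited raw counts per gene, which are whole numbers, together with normalized counts, a signal made by dividing the raw counts by a size factor per sample and given for genes above background. The authors' deposited table also gives group means of this signal, a log2 fold change and an adjusted p-value of their DESeq2 comparison. Among 14669 genes above background, raw over normalized counts differed from the sample's size factor by more than 0.1% for 1 gene, *Stat3*. The spike-in controls made up 0.817% to 1.00% of all counts and were left out of the tests.

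The raw counts were analysed with edgeR 4.0.16 in R 4.3.3, with TMM scaling, edgeR's filter on low counts and the quasi-likelihood test, for genotype alone. The biological coefficient of variation was 0.0589. On simulated counts for 13424 genes, edgeR recovered 31 of 50 genes changed by 1.5-fold, 41 at 2-fold, 50 at 4-fold and 48 at 8-fold, with 13 false calls. Only 200 genes were changed in that simulation, against 4291 called in the real comparison, so its rates need not hold there. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with an estimated correlation beside it, and with fry, which tests whether a list's genes move one way on balance. Of 33 lists, 12 passed camera, 2 with an estimated correlation and 24 by fry. Of 620 Reactome sets, 82 passed camera, 79 of them higher and 3 lower, 0 with an estimated correlation and 274 by fry. Gene coordinates came from the GENCODE annotation of GRCm38, matched by identifier for 99.8% of genes.

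Genes are named by a rule set before the data were examined: *Abat*, the 10 largest increases and 10 largest decreases at an average log2 CPM of at least 4 without overlap between genotypes, the genes of Fig. 4d and 4f, and up to 4 members per list with the smallest adjusted p and 1 in the other direction. The values of the Fig. 4d genes and the first genes of the study's table had been seen when the rule was written. The alternatives were DESeq2's size factors, library size alone, DESeq2 1.42.0, other filters on low counts, the replicate number as a block, leaving out each sample, a test against a 1.5-fold change, an adjusted p under 0.01 and protein-coding genes alone. The legend of Fig. 4 calls the samples independent biological samples. The interval for *Abat* is an exact binomial one on the summed counts and covers counting error only. The gene sets of Fig. 4e were not analysed here, and 5188 genes of the study's own table were not used here.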

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

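The tests of explanations in this part, the scaling to spike-in counts and the fit without both WT replicate 3 and *Abat* cKO replicate 1 were chosen after the results were seen, while the lists, the other scalings and the leaving out of 1 sample were planned. Each result here is a signal in genes outside those the paper's results text discusses. Fig. 4f lists some of the interferon genes, and the Methods name the *Gt(ROSA)26Sor* locus in a mouse cross. Genes outside the naming rule were chosen after their values were seen. All 35 genes of the ATF4 and amino acid response were higher in *Abat* cKO, and 16 type I interferon genes were lower. On chromosome 1, 8 genes of the Ifi200 family were lower. Of 58 replication-dependent histone genes, 53 were higher and 0 lower, with a median log2 fold change of 0.78, and such genes can share reads. *Gt(ROSA)26Sor*, an antisense transcript that overlaps *Thumpd3* on the other strand, rose by 3.56. The Methods state that the *Abat* line was crossed with a Flippase strain named for a targeted allele of *Gt(ROSA)26Sor*. Whether that allele stayed in these mice and bears on the rise was not tested.

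The higher ATF4 and amino acid genes were weighed against scaling, gene length and single samples. The smallest list median over 3 other scalings, the spike-in controls included, was 1.54, and the median was 1.55 once the trend with gene length was removed. Without WT replicate 3 and *Abat* cKO replicate 1, 35 of the genes were higher. These values argue against scaling, length and those samples as the whole cause. A difference between the separate cultures, a difference between the mouse lines and an effect of *Abat* loss all stay open and cannot be told apart.

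The lower Ifi200 genes had a median log2 fold change of -3.25, from -4.36 to -1.05. The summed normalized counts of the tested family members changed by -3.28 in log2. All 8 were lower, so reads did not merely move among them, but their sum had to fall and adds no further test. Family members that were not tested were left out of the sum. Of 30 other tested genes within 2000000 bases, 10.0% changed by more than 2-fold, against 5.54% of all genes, which decides nothing about a strain variant in the region. The interferon genes that were lower had a median of -1.28, and the lowest of them, *Rtp4*, was at -3.07, so the family's median lies below all of them. The gap is less than 2 times 0.36, the standard error of the mean across the family's genes. These genes are neighbours and not replicates, so that error holds no spread between samples and cannot decide the question. A lower interferon response as the whole source of the fall stays open beside the variant.

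Markers of B cells were lower in *Abat* cKO, with a median log2 fold change of -1.94, while those of NK cells were higher at 1.29 and those of γδ T cells at 1.38. Markers of CD8+ T cells fell too, with 2 of 2 lower and a median of -1.89. The call of *Cd8b1* was lost without WT replicate 1 and without WT replicate 2. Fewer T cells in the WT cultures would raise T cell genes in *Abat* cKO. Of 15 genes of T cell identity, 1 was higher and 9 were lower, with a median of -0.21 (camera adjusted p = 0.0048, and 0.54 with an estimated correlation). These values argue against a large shortfall of T cells in WT. A small one would move these genes little and stays open. CD8+ and γδ markers belong to T cells and cannot decide it. Only 1 of 5 NK cell markers had at least 10 counts in every sample, and 1 was called higher whichever sample was left out. Fewer B cells in the *Abat* cKO cultures could lower these genes, but *Cd74*, *H2-Aa*, *H2-Ab1* and *H2-Eb1*, which B cells hold at a high level and other cells share, had a median of -0.36, which leaves it open. Naive CD4+ T cells were isolated before culture. All these markers but *Ighm* (236 CPM in WT) were low, and without WT replicate 3 the lower B cell genes were 11 rather than 7. That fit filtered low counts anew and tested more B cell markers than the 9 of the main fit, so the counts do not share a total.

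The count of changed genes was 4291 for the real grouping and at most 0 for the others of the 10 ways to split the samples into 3 and 3. As large a count came from 1 split, the real one, and 10 splits are too few for a share under 0.05. Every other split also mixes both genotypes in both groups. A difference between genotypes then adds to the spread within groups, so few calls would be made there in any case.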

How the results depend on the processing

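The settings scaled to the spike-in counts and without both samples that stood apart on the second component (WT replicate 3 and *Abat* cKO replicate 1) were chosen after seeing the data. No named gene called here was called in the other direction in any setting. Genes changed numbered 3500 with DESeq2, 4424 with library size alone, and 3234 to 4540 leaving out 1 sample. Results that moved follow, and the cause was not tested, except that a fold or p threshold calls fewer genes by construction and fry asks another question than camera. With the setting glmTreat against a fold of 1.5, all genes changed gave 624, all genes higher gave 436, all genes lower gave 188, Fig. 4d lower gave 2, Fig. 4d higher gave 5, T_H_17 program lower gave 0, T_reg_ program higher gave 2, T_reg_ program lower gave 1, T_H_1 program higher gave 3, T_H_1 program lower gave 2, T_H_2 program higher gave 5, G2 and M phase higher gave 13, Glycolysis higher gave 0, Cholesterol synthesis and uptake higher gave 0, Fatty acid synthesis higher gave 4, Type I interferon response lower gave 9, T cell identity lower gave 1. With the setting adjusted p under 0.01, all genes changed gave 2682, all genes higher gave 1631, all genes lower gave 1051. With the setting scaled to the spike-in counts, all genes changed gave 2524, all genes higher gave 1339, all genes lower gave 1185, Glycolysis higher gave 10, Cholesterol synthesis and uptake higher gave 9, T cell identity lower gave 4. With the setting no filter beyond 1 count in any library, Fig. 4d higher gave 14, T_H_17 program higher gave 7, T_H_1 program higher gave 10, Type I interferon response higher gave 2, B cell markers lower gave 11. With the setting at least 10 counts in every library, Fig. 4d higher gave 4, T_H_2 program higher gave 5. With the setting leaving out both libraries that stood apart on the second component, T_H_1 program lower gave 8, T_H_2 program lower gave 1, Type I interferon response higher gave 1, B cell markers lower gave 13. With the setting library size only, T_H_2 program lower gave 1. With the setting protein-coding genes only, T_H_2 program lower gave 1. With the setting estimated correlation, fixed gene lists passing camera gave 2, Reactome sets passing camera gave 0. With the setting fry, fixed gene lists passing camera gave 24, Reactome sets passing camera gave 274. Leaving out 1 sample, Abat log2 fold change ranged from 0.43 to 3.12. Leaving out 1 sample, B cell markers lower ranged from 7 to 11. The main fit tested 9 of the 15 listed B cell markers, and fits with another filter or fewer samples could test more of them. Genes that were not called changed sign: *mt-Nd6* at -0.032 (without Abat cKO replicate 1), *mt-Nd6* at -0.049 (leaving out both libraries that stood apart on the second component), *Sms* at 0.0034 (leaving out both libraries that stood apart on the second component), *Pmm2* at -9.5e-04 (scaled to the spike-in counts), *Usp7* at -0.016 (library size only), *Usp7* at -0.0053 (without WT replicate 3), *Usp7* at -0.0034 (protein-coding genes only), *Usp7* at -0.029 (scaled to the spike-in counts), *Usp7* at -0.0091 (leaving out both libraries that stood apart on the second component). Leaving out 1 sample, *Usp7* ranged from -0.0053 to 0.031. Leaving out 1 sample, *mt-Nd6* ranged from -0.032 to 0.32. With the replicate number as a block, 3444 genes changed. Same-numbered samples had correlations of -0.24, 0.02, -0.23 in their deviations, and pairs of different number ran from -0.11 to 0.24. Deviations from a mean of 3 samples constrain one another, so these values cannot settle whether samples were paired.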

Differences from the paper's values

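The source data of Fig. 4d give 3 values per genotype for 33 genes on a log scale. For 4 genes, *Il1a*, *Tgif1*, *Tgif2*, *Myb*, all 6 values equal the log10 of the authors' deposited normalized counts within 0.001, so log10 is the scale, and differences of means were put on the log2 scale here. Of 192 values of 32 genes in the deposited table, 71 equal the value of their own gene and sample. In the source data 30 genes have the lower mean in *Abat* cKO and 3 the higher, and in the deposited table 13 and 19.

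For 11 genes, *Ahr*, *Batf*, *Batf3*, *Il17a*, *Il17f*, *Il1b*, *Il1r2*, *Il1rl1*, *Il1rl2*, *Il1rn* and *Tgfb3*, the values given for WT equal the deposited *Abat* cKO values, and for 4 of them, *Batf3*, *Il1rl1*, *Il1rn* and *Tgfb3*, those given for *Abat* cKO also equal the deposited WT values. For 3 genes, *Ahr*, *Batf* and *Il1rl2*, the values given for *Abat* cKO equal the deposited WT values less 1. For 6 genes, *Il1rap*, *Il21r*, *Il6ra*, *Il6st*, *Tgfbr3* and *Tgfbrap1*, the values given for *Abat* cKO equal the deposited *Abat* cKO values less 1 or 2, that is lower by 10 or 100 times. *Il10rb* has WT values that equal the deposited ones less 1. All equalities hold within 0.001 in all 3 samples of the genotype. The other genes match in part or not at all, and *Il23* names no gene of the table.

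Of 28 tested genes, 23 differ from the paper's source data by more than the larger error, 13 of them in sign, and 5 do not, among them *Il1a*, *Tgif1*, *Tgif2* and *Myb*. The log2 fold change of *Abat* cKO over WT is given first from the paper's source data and then from edgeR. *Ahr* has -5.11 in the paper's source data and 1.79 here. For *Batf* the paper's is -4.55 and 1.22 was found here. *Batf3* has -4.32 in the paper's source data and 4.28 here. For *Il17a* the paper's is -3.67 and 1.74 was found here. *Il17f* has -3.25 in the paper's source data and 0.71 here. For *Il1b* the paper's is -4.70 and 2.38 was found here. *Il1r2* has -3.34 in the paper's source data and 1.49 here. For *Il1rap* the paper's is -3.72 and -0.39 was found here. *Il1rl1* has -1.36 in the paper's source data and 1.28 here. For *Il1rl2* the paper's is -3.52 and 0.20 was found here. *Il1rn* has -3.81 in the paper's source data and 3.76 here. For *Il21r* the paper's is -6.13 and 0.51 was found here. *Il6ra* has -7.07 in the paper's source data and -0.42 here. For *Il6st* the paper's is -3.92 and -0.59 was found here. *Rora* has -1.23 in the paper's source data and 0.32 here. For *Stat3* the paper's is -3.65 and -0.11 was found here. *Tab3* has -2.42 in the paper's source data and -0.27 here. For *Tgfb1* the paper's is -1.78 and 0.16 was found here. *Tgfbr2* has -0.83 in the paper's source data and -0.34 here. For *Tgfbr3* the paper's is -3.58 and -0.26 was found here. *Tgfbrap1* has -3.52 in the paper's source data and -0.20 here. For *Foxp3* the paper's is 2.74 and 0.56 was found here. *Il10rb* has 3.48 in the paper's source data and 0.15 here. For these 23 genes, other size factors, library size alone, DESeq2, no filter on low counts, the block, leaving out each sample and protein-coding genes alone, all set before the data were examined, still differ from the paper's values. With at least 10 counts in every sample, 16 of the genes were tested, and 16 still differ. The 1.5-fold test and the stricter p leave the fold changes as they are.

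Of the 10 pathways of Fig. 4f, most tested molecules moved to the side of the sign of the paper's activation score in 5, to the other side in 4, and as many moved each way in 1. The paper gives a negative score to the Th17 activation pathway (-2.12), the G2/M checkpoint (-2.24), the T_H_1 pathway (-2.53) and IL-6 signalling (-2.12), where 6 of 7, 5 of 5, 6 of 9 and 5 of 6 tested molecules were higher in *Abat* cKO. That score weighs known effects of each molecule and is another measure than a count of directions. On the same side as the paper's score were the T_H_2 pathway with 9 of 10 higher, PD-1 with 3 of 4 higher, lupus with 13 of 19 lower, NAD biosynthesis with 2 of 2 lower and pattern recognition with 8 of 15 lower. In the deposited table, the group means of *Stat3* are 5605 and 4938 in the authors' columns, against 5938 and 5058 over the normalized counts beside them. The authors' deposited log2 fold change of *Stat3* is 0.13, and edgeR gave -0.11.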

Other observations

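The remaining lists fixed beforehand moved in different directions. In *Abat* cKO, genes of T_FH_ cells were 6 higher and 2 lower of 10 tested (6 and 3 when adjusted over the list alone), of naive T cells 5 higher and 7 lower of 15 tested (6 and 7 when adjusted over the list alone), of cytosolic aminoacyl-tRNA synthetases 13 higher and 1 lower of 20 tested (13 and 1 when adjusted over the list alone), of polyamine and arginine metabolism 5 higher and 0 lower of 11 tested (6 and 0 when adjusted over the list alone), of the unfolded protein response 4 higher and 1 lower of 16 tested (4 and 1 when adjusted over the list alone), of p53 targets 6 higher and 2 lower of 13 tested (7 and 2 when adjusted over the list alone) and of S phase 7 higher and 3 lower of 20 tested (7 and 4 when adjusted over the list alone). Camera placed the synthetases (adjusted p = 5.4e-11) and polyamine and arginine metabolism (0.01) higher, with 0.49 and 0.54 with an estimated correlation. Camera also placed the B cell markers lower (8.2e-07, and 0.49 with an estimated correlation). The TCA cycle had 3 higher and 2 lower of 19 tested (3 and 2 when adjusted over the list alone), nuclear OXPHOS genes 1 higher and 5 lower of 46 tested (1 and 2 when adjusted over the list alone), mitochondrial OXPHOS genes 0 higher and 2 lower of 10 tested (0 and 2 when adjusted over the list alone) and ribosomal proteins 0 higher and 1 lower of 36 tested (0 and 0 when adjusted over the list alone). Genes of GABA metabolism and receptors were 1 higher and 2 lower of 12 tested (1 and 2 when adjusted over the list alone), with *Odc1* at 0.31. Median and mean differ in sign for these genes and for the TCA cycle, both near 0, and camera pointed down without passing.

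Markers of other cells were 0 higher and 7 lower of 9 tested (0 and 8 when adjusted over the list alone) for B cells, 0 higher and 2 lower of 2 tested (0 and 2 when adjusted over the list alone) for CD8+ T cells, 3 higher and 0 lower of 5 tested (3 and 0 when adjusted over the list alone) for NK cells, 3 higher and 0 lower of 3 tested (3 and 0 when adjusted over the list alone) for γδ T cells, 1 higher and 0 lower of 3 tested (1 and 0 when adjusted over the list alone) for myeloid cells, 0 higher and 0 lower of 1 tested (0 and 0 when adjusted over the list alone) for erythroid cells and platelets and 0 higher and 0 lower of 1 tested (0 and 0 when adjusted over the list alone) for stromal cells. The calls of *Cd8b1*, *Klrk1* and *Ncr1* were lost when 1 sample or another was left out, as were others in the lists above, among them those of *Atp5d*, *Cox7b*, *Hsp90b1*, *Kars*, *Manf*, *Rps18*, *Suclg2*, *Uqcrh* and *mt-Nd2*. Of genes beside *Abat* or differing between substrains, 2 of 7 were higher and 0 lower, and the 1 tested sex-linked gene, *Xist*, did not pass. Among the 2 higher was *Carhsp1* at 0.28, beside *Abat* on chromosome 16, and its call was lost when 1 sample or another was left out.

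The first principal component held 63.7% of the variance and parted the genotypes. On the second, with 17.7%, WT replicate 3 and *Abat* cKO replicate 1 lay apart from the other samples. The groups did not overlap in 6245 genes, 45.9% of those tested, where chance gives 10%.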
